# Transcriptome Analysis of Post-Hatch Breast Muscle in Legacy and Modern Broiler Chickens Reveals Enrichment of Several Regulators of Myogenic Growth

**DOI:** 10.1371/journal.pone.0122525

**Published:** 2015-03-30

**Authors:** Richard V. N. Davis, Susan J. Lamont, Max F. Rothschild, Michael E. Persia, Chris M. Ashwell, Carl J. Schmidt

## Abstract

Agriculture provides excellent model systems for understanding how selective pressure, as applied by humans, can affect the genomes of plants and animals. One such system is modern poultry breeding in which intensive genetic selection has been applied for meat production in the domesticated chicken. As a result, modern meat-type chickens (broilers) exhibit enhanced growth, especially of the skeletal muscle, relative to their legacy counterparts. Comparative studies of modern and legacy broiler chickens provide an opportunity to identify genes and pathways affected by this human-directed evolution. This study used RNA-seq to compare the transcriptomes of a modern and a legacy broiler line to identify differentially enriched genes in the breast muscle at days 6 and 21 post-hatch. Among the 15,945 genes analyzed, 10,841 were expressed at greater than 0.1 RPKM. At day 6 post-hatch 189 genes, including several regulators of myogenic growth and development, were differentially enriched between the two lines. The transcriptional profiles between lines at day 21 post-hatch identify 193 genes differentially enriched and still include genes associated with myogenic growth. This study identified differentially enriched genes that regulate myogenic growth and differentiation between the modern and legacy broiler lines. Specifically, differences in the ratios of several positive (IGF1, IGF1R, WFIKKN2) and negative (MSTN, ACE) myogenic growth regulators may help explain the differences underlying the enhanced growth characteristics of the modern broilers.

## Background

The advent of modern agriculture in the early 20^th^ century led to intensive genetic selection for meat (broiler) and egg (layer) production traits in the domesticated chicken. To improve production, the broiler chicken underwent genetic selection for rapid growth, particularly of the skeletal muscle tissue. In 1950 a broiler took 16 weeks before going to market while by 1990 birds were going to market by 6 to 7 weeks [1–4]. Because of this intense selective pressure, broiler chickens provide an excellent platform to identify the genes and alleles selected by this human-directed evolution.

One way to evaluate the effects of selection is to compare the growth characteristics and gene expression patterns of modern broilers with legacy birds that exhibit growth properties similar to those of meat-type birds prior to intense selection [5–8]. The legacy line used in this study is maintained at the University of Illinois as an inbred line with growth characteristics similar to those of meat-production birds from the late 1940s (we refer to these birds as Illinois birds). The Illinois birds are the result of a cross between New Hampshire males, and females carrying the Columbian feather pattern [8]. Our prior studies have focused on allometric, morphometric and feed efficiency comparisons between the modern Ross 708 broiler and the Illinois line [8]. At all time-points after D7 post-hatch until the end of the trial at D35 post-hatch, Ross 708 birds were significantly larger than the Illinois birds with the Ross 708 birds, on average depositing mass 1.8 times faster than the Illinois birds. This difference in mass was even more pronounced when only the breast muscle mass was compared. The Ross 708 birds deposited breast muscle mass at a rate 3.8 times greater than the Illinois birds [8].

Comparing the breast muscle growth patterns between the two lines also revealed a significant difference following day 14 post-hatch. In the Illinois birds, the normalized breast muscle mass (breast muscle mass/bird mass) remained constant after day 14 whereas the Ross 708 normalized breast muscle mass continued to increase [8]. Given these observations, we hypothesized that genes affecting muscle growth and differentiation along with ones affecting energy metabolism would be differentially regulated between the breast muscle of the Ross 708 and Illinois lines, and that the transcriptomes would have different relationships before and after the growth-inflection point of day 14. To test this hypothesis, RNA-seq was used to compare the gene expression patterns of the breast muscle from Ross 708 and Illinois birds bracketing the 14-day post-hatch period. The transcript levels of 15,945 genes were analyzed in the breast muscle of post-hatch day 6 (D6) and day 21 (D21) Illinois and Ross 708 chickens.

## Methods

### Animal Rearing and Tissue Collection

Ross 708 and Illinois chickens were raised in the same house on the University of Delaware farm and provided with food and water *ad libitum*. Birds were euthanized by cervical dislocation and tissue samples were excised from the posterior region of the left *pectoralis major* muscle, flash frozen in liquid nitrogen and then stored at -80 ^o^C until RNA isolation.

### Ethics Statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments of the University of Delaware (Permit Number: 2703-12-10).

### RNA Isolation

Total RNA was isolated from approximately 30 mg samples of *Pectoralis major* tissue using the Qiagen RNeasy Mini Kit as per the manufacturer’s instructions. Total RNA was extracted from 12 D6 samples (6 Ross 708, 6 Illinois) and 12 D21 samples (6 Ross 708, 6 Illinois). RNA concentration was assessed with a Nanodrop ND-100 spectrophotometer. Overall quality of the RNA was assessed using an Agilent 2100 Bioanalyzer.

### mRNA Purification, cDNA synthesis and RNA-seq Library Preparation

mRNA was purified from total RNA extracts by separation with magnetic oligo-dt beads. cDNA constructs were synthesized from purified mRNA samples and prepared for sequencing using the Ilumina TruSeq RNA Sample Preparation Kit (Ilumina, San Diego, CA) as per the manufacturers instructions.

### Sequencing and Alignment

Prepared libraries were sequenced using the HiSeq 2000 Sequencing System (Ilumina) at the Delaware Biotechnology Institute’s Sequencing and Genotyping Center (Newark, DE). All D6 libraries, both Ross 708 and Illinois, were sequenced to a depth of ~10 million reads per library. For the D21 time point, four Ross 708 libraries and two Illinois libraries were also sequenced at a depth of ~10 million reads per library. Due to improvements in efficiency at the sequencing facility two D21 Ross 708 libraries and three D21 Illinois libraries were sequenced at a depth of ~30 million reads per library. 12 D6 libraries (6 Ross 708 and 6 Illinois) and 11 D21 libraries (6 Ross 708 and 5 Illinois) were aligned to the 2006 version of the chicken genome sequence and annotation using the ERANGE package [9].

### Power Analysis and Experimental Design

A random subset of D6 samples (2 Ross 708 and 2 Illinois) was supplied to Scotty [10], a tool for power analysis and experimental design of RNA-seq experiments, in order to simulate pilot data, per the designer’s suggestion. The results of the power analysis indicate that the number of replicates and depth of sequencing provide sufficient power to detect >75% of differentially enriched genes at a p-value of 0.05. The same analysis was performed with the D21 samples and the results of the power analysis indicate that the number of replicates and depth of sequencing provide sufficient power to detect >75% of differentially enriched genes at a p-value of 0.05. All comparisons were made within time points and across lines, i.e. D6 Ross 708 is compared to D6 Illinois but is not directly compared to D21 Ross 708.

### Transcriptional Profiling and Analysis of Differential Gene Expression

The sequencing data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [11] and are accessible through GEO series accession number GSE65217 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE65217). Statistical analyses were performed using JMP software. We determined the ratio of reads per kilobase of gene per million mapped reads (RPKM) between the Ross 708 and Illinois lines on D6 and D21 and performed a log_2_ transformation on this ratio. Genes whose ratios fell greater than 2 standard deviations from the mean, with a p-value < 0.05 were identified as differentially expressed between the two lines. Text mining was performed and informative terms (iTerms) were generated from the differentially expressed gene lists using eGIFT [12]. Gene ontology analysis was performed using the lists of differentially enriched genes with the AgBase GOSlim ontology, and the AgBase tools GORetriever and GOSlimViewer [13]. Any GO terms with >10 instances at either D6 or D21 were used to generate figures with R [14]. Finally, the 30 most enriched genes from each line at each time point were further examined by manual review of the literature.

### Quantitative reverse transcription polymerase chain reaction (qRT-PCR) Verification

Complimentary DNA (cDNA) was synthesized from previously isolated Ross 708 and Illinois breast muscle RNA using the Superscript II first strand synthesis kit (Invitrogen). cDNA concentration and quality were assessed with a Nanodrop ND-100 spectrophotometer (Nanodrop Technology, Wilmington, DE) and diluted to 90 ng/μl of cDNA. Diluted cDNA samples and 12 different primer pairs, designed to isolate specific genes, were used to conduct quantitative PCR. Quantitative PCR was done using the 7500 Fast Real Time PCR System (Applied Biosystems). The *glioblastoma amplified sequence* (GBAS) gene was used as the control gene to normalize for the amount of cDNA in the qPCR reaction. Each reaction was done in triplicate. Fold differences between the Heritage and Ross line gene expression levels were determined by delta-delta method, statistical analysis of Real Time PCR data [15].

Several myogenic regulatory genes were selected for verification via probe-based qPCR. Primers and probes were designed using Primer Express 3.0 software (Life Technologies) and checked for specific mapping to the chicken genome using BLAT [16]. Custom oligonucleotides were also designed for each primer-probe set to construct standard curves for quantification. These custom standards consisted of the forward primer, probe and reverse complement of the reverse primer each separated by a single nucleotide. Probe qPCR reactions were prepared using the QuantiTect probe qPCR kit (Qiagen) and reactions were performed using the 7500 Fast Real Time PCR System (Applied Biosystems).

## Results and Discussion

### Differential expression of breast muscle genes

A total of 15,945 genes were analyzed for their expression level, expressed in reads per kilobase of transcript per million mapped reads (RPKM), in breast muscle tissue from both Ross 708 and Illinois birds; of these, 10,841 genes were expressed with an RPKM > 0.1, the threshold that corresponds to reliable results when assayed by quantitative RT-PCR (Fig 1). 

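RNA from the breast muscle of 6 Ross 708 and 6 Illinois birds at D6, and of 6 Ross 708 and 5 Illinois birds at D21, gave 23 libraries, each from a different bird. For each library the authors deposited a table of RPKM values for 15945 genes, which it names by symbol and Entrez identifier. They had computed RPKM with ERANGE from reads aligned to the 2006 chicken genome, so a gene's reads are already divided by its length and by the mapped reads of the library. The tables hold no read counts. For depth the paper gives about 10000000 reads for every D6 library and for 6 of the D21 libraries, and about 30000000 for the other 5. The paper does not say which D21 libraries these are. RPKM values of weakly expressed genes move in steps whose size falls as depth rises, and these steps put 5 D21 libraries at a relative depth of 2.72 to 3.17 and the remaining 18 at 0.95 to 1.06. Birds are numbered below within line and day by the column numbers of S1 Table and S2 Table, whose values are those of single libraries. The deeper D21 libraries came from Illinois birds 3, 4 and 5 and Ross 708 birds 5 and 6. Lines were compared within a day, as the paper did. Single genes were compared by a two-sided exact permutation test on the absolute difference in mean RPKM, which cannot give a p below 0.0022 with 6 birds against 6 or against 5. All genes were compared with limma on log2(RPKM + 0.1), for genes whose mean RPKM was above 0.1 in at least one of the groups compared. Each value below is the mean over birds with the SD between birds. A second scaling, used as an alternative, divided each library by the median of its ratios to the geometric mean of each gene, over the 6661 genes above 1 RPKM in every library.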

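Averaged over all 23 libraries, 11460 of the 15945 genes had a mean RPKM above 0.1. The number depends on how the threshold is applied: 9249 genes were above 0.1 RPKM in every library, the alternative that moved the count most, and 13371 in at least one library. By group, the mean RPKM was above 0.1 for 11565 genes in D6 Ross 708 birds, 11088 in D6 Illinois birds, 11340 in D21 Ross 708 birds and 11039 in D21 Illinois birds. Single birds had between 10624 and 11670 genes above 0.1 RPKM, and the lowest and the highest of these counts came from a D21 Illinois bird and a D6 Ross 708 bird.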

Comparing the RPKM values for all genes from the Ross and Illinois birds at day 6 and day 21 shows a high relationship between the samples (Day 6 R^2^ = 0.948 and Day 21 R^2^ = 0.986) (Fig 2A and 2B) and hierarchical clustering segregated the data first by line then by day (Fig 2C).

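The squared Pearson correlation between the lines' mean RPKM, across all 15945 genes on the linear scale, was 0.948 at D6 and 0.986 at D21. Between single birds and the mean of the other line, R2 varied with an SD of 0.0328 at D6 and 0.00688 at D21. These correlations are across genes, which are not independent replicates, and on a linear scale they are set by the most abundant genes. The alternative that moved them most was log2(mean RPKM + 0.1), which gave 0.974 at D6 and 0.951 at D21. Ward clustering of the birds on the 369 genes listed in S1 Table or S2 Table, each standardized over birds, put all 23 birds in a cluster with their own line when the tree was divided into a pair of clusters. When it was divided into 4, the 11 Illinois birds of both days formed one cluster, the 6 Ross 708 D21 birds another, and the 6 Ross 708 D6 birds were divided into 5 birds and bird 1 alone. These genes had been chosen for their difference between the lines. With log2(RPKM + 0.1) taken of the 369 genes before standardizing, all 23 birds again grouped with their own line. The 4 clusters were then the 4 groups of line and day. With the 189 genes of S1 Table only, 17 of the 23 birds grouped with their own line, and with the 193 of S2 Table only, all 23. Over the 11460 genes with a mean RPKM above 0.1, 18 of the 23 birds grouped with their own line. With average linkage in place of Ward's method, Ross 708 D6 bird 1 separated from all others first, and the other 22 birds, 11 of each line, shared a cluster, which counts as 12 of the 23 birds with their own line.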

**Fig 1:**
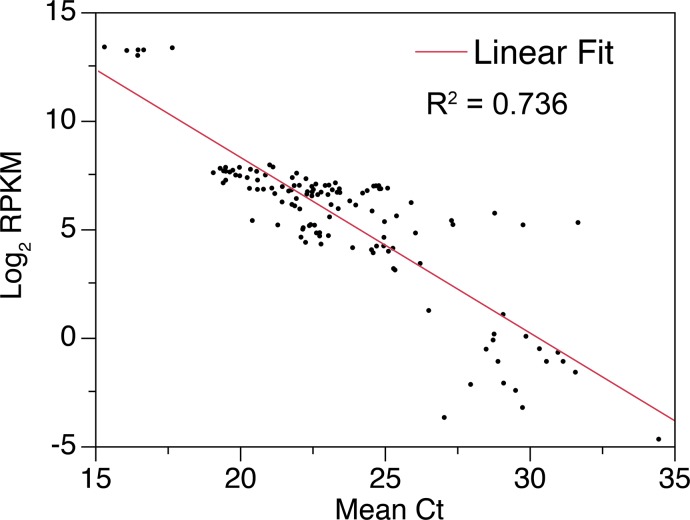
Comparison and correlation of the relative expression of selected genes as determined via RNA-seq (RPKM) and qRT-PCR. qPCR ct values are the mean of 3 replicates. ct values were determined using the delta-delta method. The GBAS (*glioblastoma amplified sequence*) gene was used to normalize the qPCR data for cDNA input.

**Fig 2:**
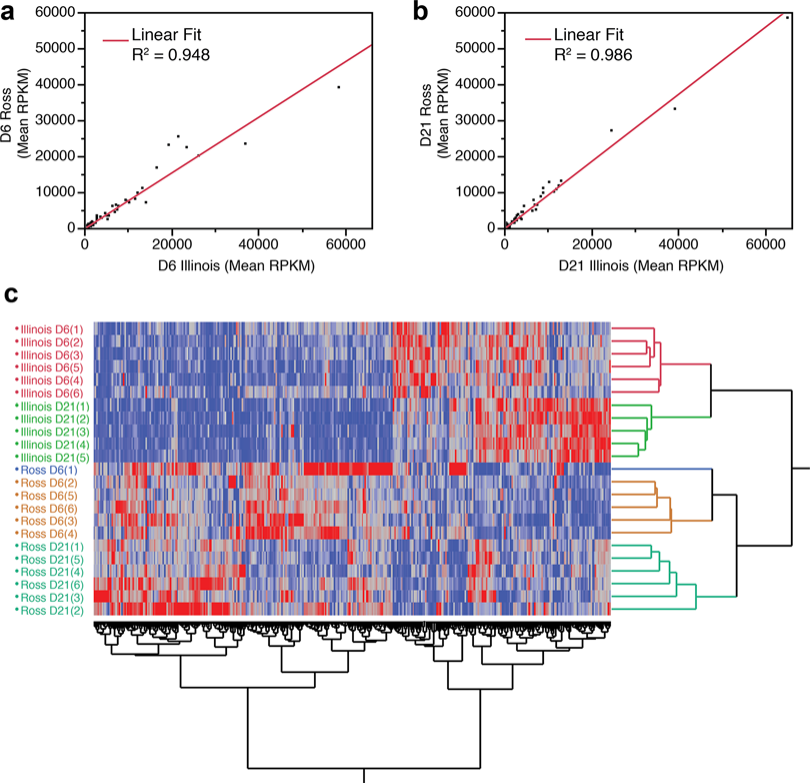
Scatter plot comparison of the expression level (in RPKM) of all genes between Ross 708 and Illinois lines on (A) post-hatch day 6 and (B) post-hatch day 21. (C) Hierarchical clustering of all significantly differentially expressed genes. (A&B) The expression levels of all 15,945 analyzed genes were compared for each time point in both lines, the line of best fit and R^2^ values are included. C) Hierarchical clustering was performed on 366 genes determined to be differentially enriched in at least one condition. Dendrograms are in a distance scale.

Subsequently, genes were identified that exhibited significant differential enrichment between the two lines on either D6 or D21 post-hatch. 

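At D6, 87.2% of the 11601 genes behind the paper's cutoff had a higher mean RPKM in Ross 708 than in Illinois birds. Their log2 ratios of mean RPKM averaged 0.57 with an SD of 0.65, so the 2 SD cutoffs lay at -0.74 and 1.87 and were not centred on 0. At D21, 60.4% of 11563 genes had a higher mean in Ross 708, with an average log2 ratio of 0.27, an SD of 1.06 and cutoffs at -1.85 and 2.39. Without Illinois birds 1 and 2, a setting chosen after seeing the data, the D21 SD was 0.92 and the cutoffs were -1.51 and 2.16. The D6 libraries also differed between lines in how their RPKM was distributed. The 10 most abundant genes took 39.1% ± 4.78 (SD, n = 6) of the summed RPKM in Ross 708 and 44.2% ± 1.89 (SD, n = 6) in Illinois birds (two-sided exact permutation p = 0.0087). The median-ratio scaling factor was 1.21 ± 0.181 (SD, n = 6) in Ross 708 and 0.898 ± 0.0802 (SD, n = 6) in Illinois birds at D6 (exact permutation p = 0.0022). At D21 the factors were 0.979 ± 0.108 (SD, n = 6) and 0.972 ± 0.0386 (SD, n = 5), a difference within the spread between birds (exact permutation p = 0.93). With this scaling the average D6 log2 ratio was 0.12 over 11540 genes.

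**Figure D1:**
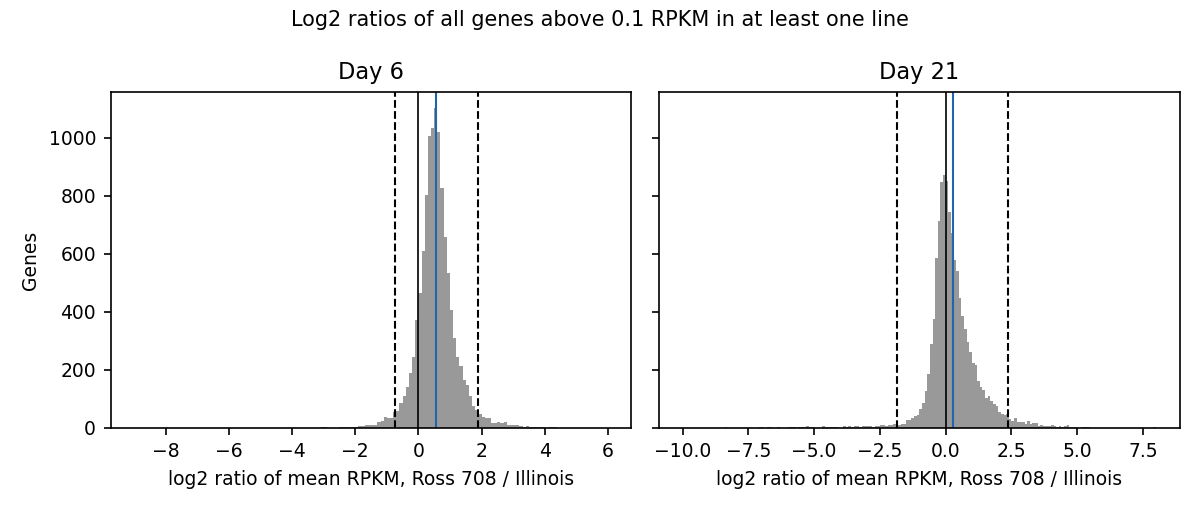
Number of genes (vertical axis) by the log2 ratio of mean RPKM, Ross 708 over Illinois (horizontal axis), at D6 and D21, in bins of 0.1. The blue line is the mean over genes, 0.57 at D6 and 0.27 at D21, the dashed lines are the 2 SD cutoffs and the black line marks 0. The D6 ratios lie mostly to the right of 0, and the D21 ratios spread more widely, with a tail of genes below -5. Of the 59 genes in that tail, 50 had an RPKM in each of Illinois birds 1 and 2 more than 4 times the highest of the other Illinois birds.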

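The paper's rule was applied to the D6 birds with a log2 ratio of mean RPKM more than 2 SD from the mean over genes and an unadjusted p under 0.05 from limma on log2(RPKM + 0.1), since the paper's text names no test behind its p. It gave 217 genes enriched in Ross 708 and 132 enriched in Illinois birds, of which 23 and 53 are also in S1 Table. Leaving out each of the 12 birds in turn gave from 289 to 352 genes in all. The alternative that moved the total most was an absolute log2 ratio of 1 as the cutoff, which gave 1604 genes, 1520 of them on the Ross 708 side. With limma alone and a Benjamini-Hochberg adjusted p under 0.05, 4066 of 11692 genes differed between the lines, 3904 of them higher in Ross 708. After median-ratio scaling there were 969, of which 457 were higher in Ross 708 and 512 in Illinois birds. A replicate block that pairs Ross 708 and Illinois birds by their column numbers in S1 Table gave 4509 genes against 4066 without it. The deviations of same-numbered birds from their line means correlated across genes with an average r of 0.058, against -0.012 for birds with different numbers. This correlation is small, and whether it accounts for the higher count was not tested. LMOD2 had the largest ratio toward Ross 708 among genes whose birds did not overlap, 23.3 ± 17.9 RPKM (SD, n = 6) against 1.12 ± 0.679 RPKM (SD, n = 6), a log2 ratio of 4.38 (limma adjusted p = 0.0013). RAV-0 had the largest ratio toward Illinois, with 0.23 ± 0.245 RPKM (SD, n = 6) in Ross 708 and 107 ± 106 RPKM (SD, n = 6) in Illinois birds, a log2 ratio of -8.86 (limma adjusted p = 3.2e-07).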

The D6 Ross 708 breast muscle expressed 93 genes that were enriched relative to the Illinois samples, while the Illinois muscle showed enrichment for 96 gene transcripts (S1 Table). 

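At D21 the same rule gave 235 genes enriched in Ross 708 and 133 enriched in Illinois birds, of which 100 and 44 are also in S2 Table. Leaving out each of the 11 birds in turn gave from 319 to 380 genes in all, and an absolute log2 ratio of 1 as the cutoff gave 1485. The Illinois side alone ran from 86 genes without Illinois bird 2, and 88 without bird 1, to 148 without bird 3. The Ross 708 side ran from 210 to 278 genes. With the p adjusted by the Benjamini-Hochberg method, 142 and 56 genes passed. Of the 133 genes on the Illinois side, 58 had an RPKM in each of birds 1 and 2 more than 4 times the highest value in the other 3 Illinois birds, against 0 of the 55 Illinois genes of S2 Table. By limma with an adjusted p under 0.05, 1751 of 11670 genes differed between the lines, 1055 higher in Ross 708 and 696 higher in Illinois birds. Pairing the birds by their column numbers in S2 Table as a replicate block gave 636 genes against 1751 without it. The average correlation across genes of same-numbered birds' deviations was -0.026, against 0.0048 for birds with different numbers, so the numbers carried no measurable pairing. Fitting the depth class beside line gave 1443 genes, and median-ratio scaling gave 2334. The largest ratio toward Ross 708 among genes whose birds did not overlap was that of KCNK2, 1.34 ± 1.41 RPKM (SD, n = 6) against 0.034 ± 0.0321 RPKM (SD, n = 5), and the largest toward Illinois was that of LOC770405, 0.015 ± 0.0235 RPKM (SD, n = 6) against 5.4 ± 4.47 RPKM (SD, n = 5). Their log2 ratios were 5.30 and -8.49 (limma adjusted p = 0.0028 and 0.00061).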

The D21 Ross 708 breast muscle was enriched for 138 transcripts while the Illinois muscle expressed 55 genes that were enriched relative to the Ross 708 D21 samples (S2 Table). Gene ontology (GO) analysis performed on the differentially enriched genes lists indicated that several important biological processes, including cell proliferation, cell differentiation, growth, catabolic processes, and metabolic processes, were differentially regulated at D6 (Fig 3a) and D21 (Fig 3b). Important molecular functions affected included lipid binding, oxidoreductase activity, kinase activity and other enzyme regulator activities (Fig 3c and 3d). Finally, differences in cellular components such as the extracellular region and the cytoskeleton were observed at both D6 (Fig 3e) and D21 (Fig 3f).

**Fig 3:**
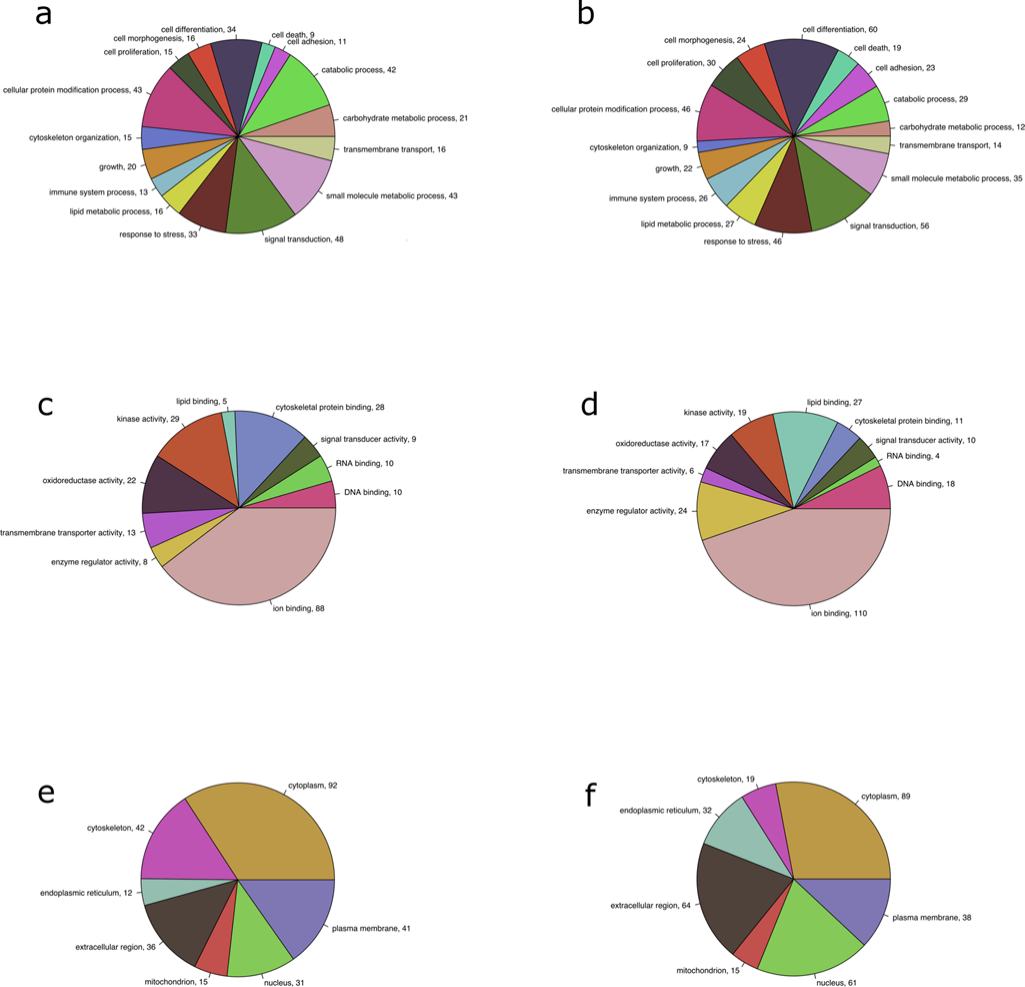
AgBase GOSlim terms for biological process (a & b), molecular function (c & d) and cellular component (e & f) ontologies generated from D6 and D21 significantly differentially enriched genes. All GOSlim terms with at least 10 instances at either D6 or D21 were included in the graphs for both time points. Chart labels are the GO term followed by the number of instances that term was generated by the differentially enriched gene lists.

### Day 6 Differentially Enriched Genes

#### Muscle Growth

Four genes that control skeletal muscle growth were differentially regulated between D6 Ross 708 and Illinois breast muscle: *insulin-like growth factor 1* (IGF1), *insulin-like growth factor 1 receptor* (IGF1R), *myostatin* (MSTN), and *angiotensin I converting enzyme 1* (ACE). 

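IGF1 (Entrez 418090) lies on chromosome 1 from 55326358 to 55374742 in the current assembly, GRCg7b, which is not the 2006 build the reads were aligned to. At D6 its expression was 6.72 ± 4.37 RPKM (SD, n = 6) in Ross 708 and 1.34 ± 0.801 RPKM (SD, n = 6) in Illinois birds, a log2 ratio of 2.33. Every Ross 708 bird, from 3.29 to 14.9 RPKM, was above every Illinois bird, from 0.37 to 2.6 RPKM (two-sided exact permutation p = 0.0022, the smallest possible, and 0.0054 after adjustment over the 10 comparisons of growth regulators). Apart from leaving out single birds, which gave 1.93 to 2.63, the alternative that moved the ratio most was median-ratio scaling, with 1.98 (exact permutation p = 0.0043).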

IGF1 mRNA is enriched in Ross 708 breast muscle compared with the Illinois tissue (Figs 4b and 5b). IGF1 is a positive regulator of proliferation and differentiation in muscle progenitor cells and induces both hyperplastic and hypertrophic growth in muscle [17,18]. 

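IGF1R (Entrez 395889) lies on chromosome 10 from 16697226 to 16844358 in GRCg7b. D6 expression was 1.90 ± 0.557 RPKM (SD, n = 6) in Ross 708 and 1.01 ± 0.188 RPKM (SD, n = 6) in Illinois birds, a log2 ratio of 0.91 with no overlap between the lines (exact permutation p = 0.0022, adjusted p = 0.0054). After median-ratio scaling the log2 ratio was 0.47 (exact permutation p = 0.015). With limma across all genes the adjusted p was 0.015 as deposited and 0.19 after this scaling, where it was not past the threshold. The deposited ratio of IGF1R is inside the D6 cutoffs of -0.74 and 1.87.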

IGF1R is the cellular receptor responsible for binding IGF1 and subsequent cellular signaling that promotes hyperplasia and hypertrophy [19] and was also enriched in the Ross 708 samples at the D6 time point (Figs 4c and 5c).

**Fig 4:**
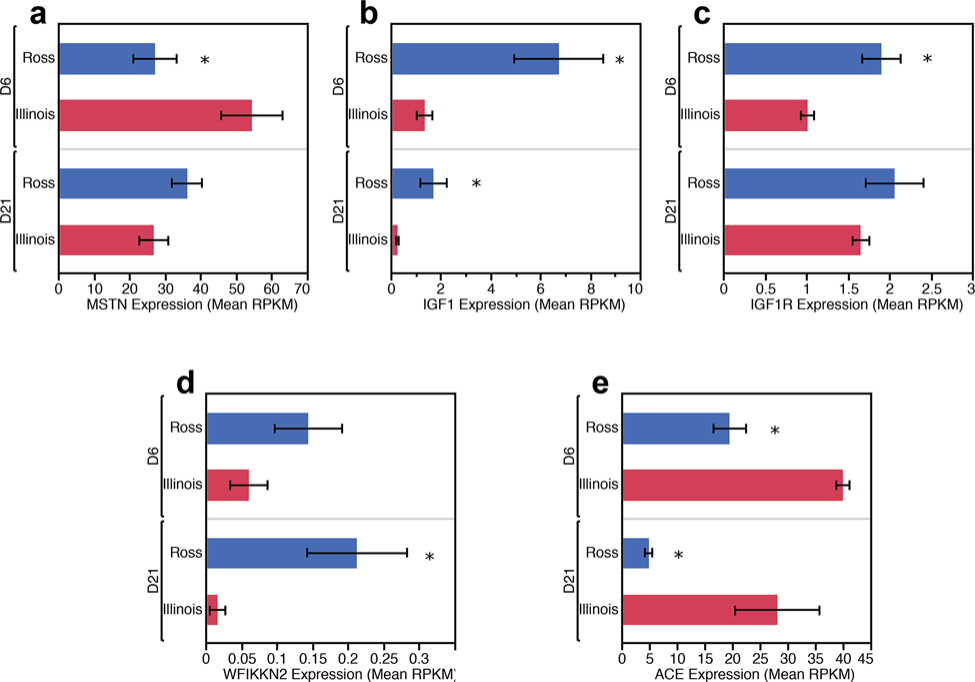
Expression levels, in mean RPKM, of major myogenic growth regulators differentially enriched between Ross 708 and Illinois breast muscle samples. Expression level is the mean RPKM of a given gene for each condition. Error bars represent 1 SEM. Ross 708 D6 n = 6, Illinois D6 n = 6, Ross 708 D21 n = 6, Illinois D21 n = 5. * indicates significant at p < 0.05

**Fig 5:**
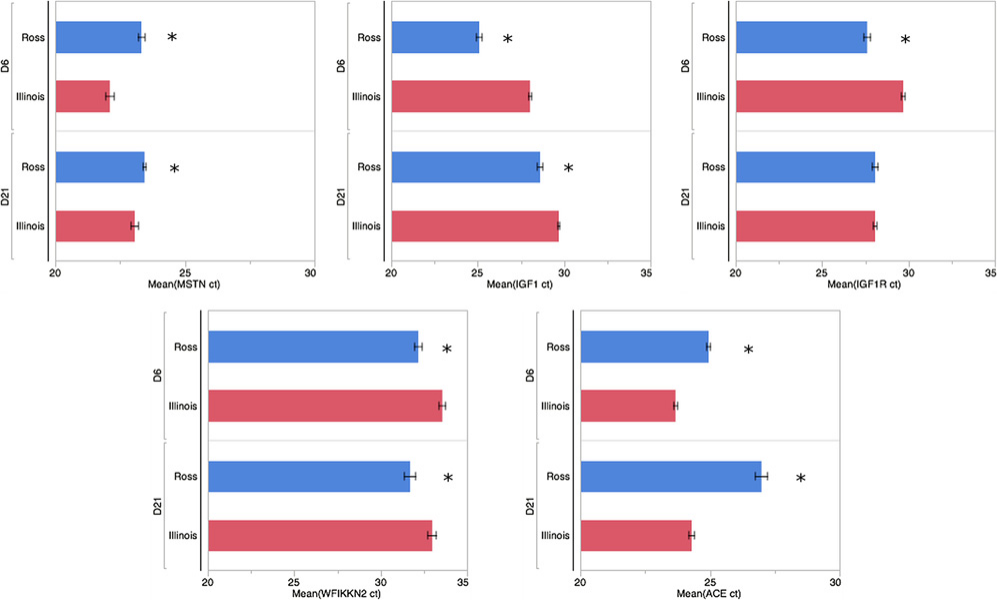
Probe-based qPCR verification of major myogenic growth regulators differentially enriched between Ross 708 and Illinois breast muscle samples. Bars represent the mean ct-value of a given gene for each condition. Error bars represent 1 SEM. Ross 708 D6 n = 6, Illinois D6 n = 5, Ross 708 D21 n = 6, Illinois D21 n = 6. Three Technical replicates of each sample were performed for each gene. * indicates significant at p < 0.05

Conversely, two negative regulators of skeletal muscle growth, MSTN (Figs 4a and 5a) and ACE (Figs 4e and 5e), were enriched in the D6 Illinois samples. 

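MSTN (Entrez 373964) lies on chromosome 7 from 305390 to 312076 and ACE (Entrez 419953) on chromosome 27 from 2300282 to 2316555 in GRCg7b. MSTN expression at D6 was 27.0 ± 14.7 RPKM (SD, n = 6) in Ross 708 and 54.3 ± 21.0 RPKM (SD, n = 6) in Illinois birds, a log2 ratio of -1.01 (exact permutation p = 0.026, adjusted p = 0.043). The lines overlapped, with Ross 708 birds from 9.3 to 48.5 RPKM and Illinois birds from 25.2 to 87.1 RPKM. Leaving out each bird in turn gave log2 ratios from -1.25 to -0.82, with exact permutation p from 0.0087 to 0.056, and without Ross 708 bird 1, 3 or 6 the p was above 0.05. ACE expression was 19.4 ± 7.25 RPKM (SD, n = 6) in Ross 708 and 39.9 ± 2.78 RPKM (SD, n = 6) in Illinois birds, a log2 ratio of -1.04 without overlap (exact permutation p = 0.0022, adjusted p = 0.0054).

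**Figure D2:**
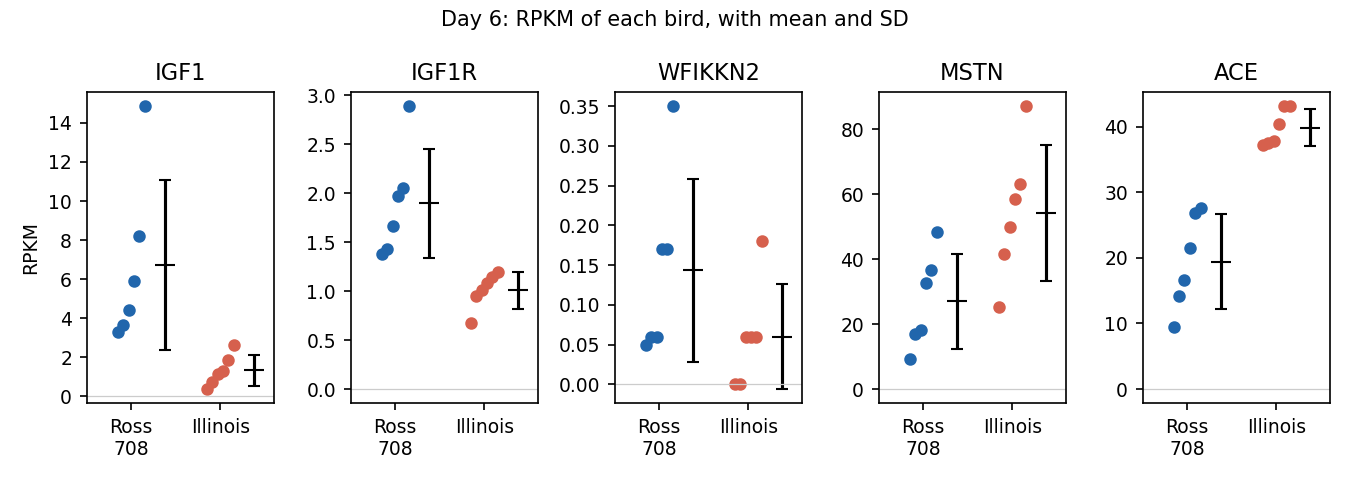
RPKM of each D6 bird (vertical axes, one scale per gene) for the 5 growth regulators in Ross 708 (blue) and Illinois (red) birds, 6 each; black bars give the mean and SD. IGF1, IGF1R and ACE separate the lines without overlap, while MSTN and WFIKKN2 overlap.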

Loss of function mutations in MSTN, are associated with skeletal muscle hypertrophy in a variety of species including cattle [20,21], sheep [22], mice [23], and humans [24]. *Myostatin* is a TGF-β super-family member and a potent negative regulator of skeletal muscle growth via inhibition of satellite cell proliferation and by altering the protein synthesis/degradation balance of myocytes [18]. Additionally, *myostatin* blocks muscle hypertrophy by inhibiting cell cycle progression and myoblast differentiation [25]. ACE negatively regulates muscle growth by proteolytically converting inactive angiotensin I to the active form, angiotensin II. Angiotensin II increases protein degradation in skeletal muscle through the ubiquitin proteolysis system [26]. Finally, angiotensin II decreases circulating IGF1 levels, potentially further suppressing protein synthesis and skeletal muscle hypertrophy [27].

Several other genes implicated in muscle growth were differentially expressed between the two lines. 

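FOS (Entrez 396512) was expressed at 4.11 ± 2.75 RPKM (SD, n = 6) in D6 Ross 708 and 0.85 ± 0.310 RPKM (SD, n = 6) in D6 Illinois birds, a log2 ratio of 2.27 (exact permutation p = 0.0065, adjusted p = 0.011 over the 47 D6 comparisons of genes that the paper discusses). The paper chose most of these genes because they differed in the same birds, and the adjustment does not correct for that choice. FOS in Ross 708 birds ranged from 1.04 to 7.95 RPKM. Median-ratio scaling, the alternative that moved the log2 ratio of FOS most, gave 1.82 (exact permutation p = 0.015).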

For example, FOS was enriched in the D6 Ross 708 samples. 

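JUN (Entrez 424673) was detected in all 23 birds. Its D6 expression was 46.7 ± 13.6 RPKM (SD, n = 6) in Ross 708 and 32.2 ± 11.5 RPKM (SD, n = 6) in Illinois birds, a log2 ratio of 0.54 that was not past the threshold (exact permutation p = 0.080). At D21 it was 51.6 ± 17.9 RPKM (SD, n = 6) and 32.3 ± 16.3 RPKM (SD, n = 5), a log2 ratio of 0.67 (exact permutation p = 0.089).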

FOS and JUN (JUN was detected in all conditions but not differentially enriched), form the AP-1 transcription factor complex, which is associated with cell proliferation and differentiation in multiple tissues [28]. FOS has also been identified as an immediate early gene in proliferating satellite cells during human skeletal muscle regeneration [29]. 

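NR13 (Entrez 395193) was expressed at 103 ± 24.9 RPKM (SD, n = 6) in D6 Ross 708 and 27.7 ± 10.1 RPKM (SD, n = 6) in D6 Illinois birds, a log2 ratio of 1.90 without overlap between the lines (exact permutation p = 0.0022, adjusted p = 0.0051). Within Ross 708, bird 6 was lower than the other 5, at 59.4 RPKM against 98.7 to 132 RPKM.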

Also enriched in the D6 Ross 708 is the anti-apoptotic factor NR13 which encodes a Bcl-2 family member in the chicken [30]. Addition of *myostatin* to chicken fetal myoblasts results in down-regulation of NR13 [31], suggesting a connection between the regulation of these two genes. 

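FANCB (Entrez 418628) was expressed at 5.55 ± 2.81 RPKM (SD, n = 6) in D6 Ross 708 and 0.768 ± 0.478 RPKM (SD, n = 6) in D6 Illinois birds, without overlap, and its log2 ratio was 2.85 (exact permutation p = 0.0022, adjusted p = 0.0051). KIF24 (Entrez 427398) was at 6.21 ± 4.59 RPKM (SD, n = 6) and 1.19 ± 0.830 RPKM (SD, n = 6), a log2 ratio of 2.38 (exact permutation p = 0.015, adjusted p = 0.020). For NES (Entrez 395890) the means were 50.2 ± 83.7 RPKM (SD, n = 6) and 5.88 ± 2.92 RPKM (SD, n = 6), a log2 ratio of 3.09 (exact permutation p = 0.041, adjusted p = 0.047). The NES values of Ross 708 birds ranged from 6.6 to 219 RPKM, so their SD is larger than their mean. The 219 RPKM was that of bird 1, and the other Ross 708 birds had at most 36.9 RPKM, so the ratio rests in part on bird 1. After median-ratio scaling the p of NES was 0.074 by the same exact test.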

In the D6 Ross 708 samples there was enrichment in genes associated with cell cycle and satellite cell proliferation including: *Fanconi anemia complementation group B* (FANCB), *kinesin family member 24* (KIF24), and *nestin* (NES). FANCB encodes a component of the Fanconi E3 ubiquitin ligase complex that plays a critical role in DNA damage, repair and cell cycle progression [32]. KIF24 encodes a centriolar kinesin that localizes to the mother centriole and aids in cell cycle progression [33]. NES is an intermediate filament protein expressed in rapidly dividing progenitor cells of developing and regenerating tissue, and appears to be involved in the rapid assembly and disassembly of structural proteins in dividing cell populations [34]. 

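MUSTN1 (Entrez 404773) was expressed at 102 ± 83.2 RPKM (SD, n = 6) in D6 Ross 708 and 18.3 ± 6.62 RPKM (SD, n = 6) in D6 Illinois birds, a log2 ratio of 2.48 (exact permutation p = 0.0043, adjusted p = 0.0085). At D21 it was among the 5 genes with the largest ratio toward Ross 708, with 579 ± 445 RPKM (SD, n = 6) against 22.7 ± 7.30 RPKM (SD, n = 5), a log2 ratio of 4.67 (exact permutation p = 0.0043). The difference between lines was larger at D21 than at D6 by 2.20 on the log2 scale of limma's line by day interaction (adjusted p = 0.039).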

Finally, Ross 708 D6 muscle was enriched for *musculoskeletal*, *embryonic nuclear protein 1* (MUSTN1), which plays an important role in driving muscle fiber fusion [35].

#### Cellular Metabolism

Further comparison of the D6 differentially enriched genes indicates differences in metabolism and energy production between the Illinois and Ross 708 lines (Fig 6). Illinois breast muscle is enriched for genes associated with glycolysis, while Ross 708 muscle is enriched for genes favoring oxidative processes. 

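The metabolic genes that the paper names for D6 were compared on the deposited RPKM and after median-ratio scaling, because the D6 log2 ratios of all genes averaged 0.57 and not 0. Of its 43 statements of a D6 difference in any gene, the mean RPKM differed in the stated direction for 43, and 40 were past the exact permutation test, or 34 after median-ratio scaling. The paper made these statements from the same libraries, and 31 of them are on genes of S1 Table, so this tally is not an independent check. The 7 genes that its text links to glycolysis or glycogen, PRKAG3, TPI1, GAPDH, PGK1, GAA, PGM1 and LDHA, were higher in Illinois birds under both scalings. Their log2 ratios ran from -1.24 to -0.56 as deposited and from -1.61 to -0.93 after scaling. PFKL and PFKP, which Fig 6 places in the same pathway and marks for Ross 708, were higher in Ross 708 birds, at 0.87 and 0.59 as deposited and 0.44 and 0.13 after scaling. The 13 genes that its text links to oxidation, the pentose phosphate pathway or NADPH were higher in Ross 708 as deposited, from 0.25 for ACADL to 1.79 for PPARGC1A. After scaling, ACADL was at -0.18 and the others were between 0.09 and 1.43. Ross 708 bird 1 had the lowest TPI1, GAPDH, PGK1 and LDHA of the D6 birds, but not the lowest GAA. Its GAPDH was 9851 RPKM and its LDHA 2970 RPKM, against at least 17626 and 5358 RPKM in the other Ross 708 birds. A list of slow or red muscle fibre genes lay at percentile 100 of random lists in this bird. Ratios of the metabolic genes without it are not given here. The paper takes the D6 enrichments as a sign of differences in metabolism and energy production between the lines (Fig 6).

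**Figure D3:**
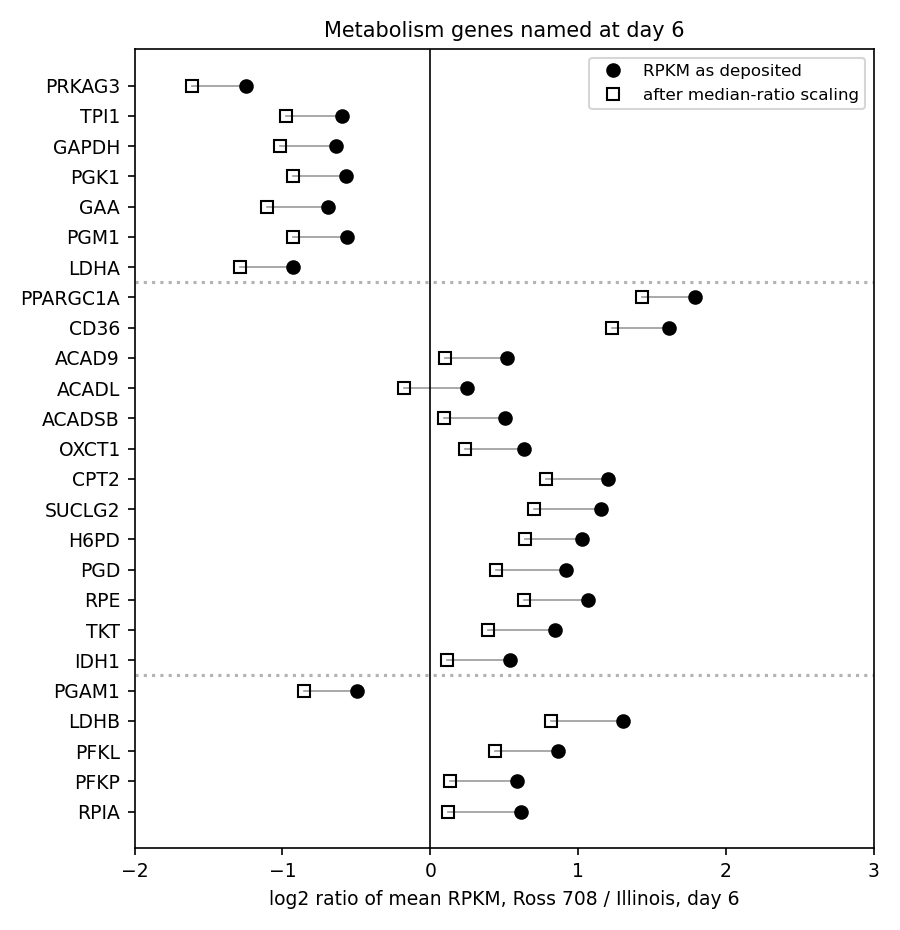
Log2 ratio of mean RPKM, Ross 708 over Illinois, at D6 (horizontal axis) for 20 metabolic genes of the paper's text and, below the lower dotted line, 5 that are marked in its Fig 6 (vertical axis), from 6 birds per line. Filled circles are the RPKM as deposited and open squares are after median-ratio scaling, which moves every gene toward Illinois; ACADL crosses 0, from 0.25 to -0.18.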

For example, *protein kinase*, *AMP-activated*, *γ-3* (PRKAG3), which encodes a regulatory subunit of the AMP activated protein kinase (AMPK), was enriched in D6 Illinois samples. 

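PRKAG3 (Entrez 424208) was expressed at 35.1 ± 15.4 RPKM (SD, n = 6) in D6 Ross 708 and 83.2 ± 14.1 RPKM (SD, n = 6) in D6 Illinois birds, a log2 ratio of -1.24 without overlap between the lines (exact permutation p = 0.0022, adjusted p = 0.0051). The lowest Illinois bird, number 6, had 56.4 RPKM and the other 5 had 83.2 to 97.7 RPKM.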

AMPK is a master regulator of glucose uptake, glycogen levels, and fatty acid oxidation [36]. Activated AMPK increases glycolytic metabolism while suppressing lipid and cholesterol biosynthesis and metabolism [37]. In addition to PRKAG3, several important glycolytic enzymes are enriched in D6 Illinois samples including: *Triosephosphate isomerase 1* (TPI1), *Glyceraldehyde-3-phosphate dehydrogenase* (GAPDH) and *Phosphoglycerate kinase 1* (PGK1). 

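TPI1 (Entrez 396435) was expressed at 4524 ± 1330.1 RPKM (SD, n = 6) in D6 Ross 708 and 6854 ± 769 RPKM (SD, n = 6) in D6 Illinois birds, a log2 ratio of -0.60 (exact permutation p = 0.0065, adjusted p = 0.011). GAPDH (Entrez 374193) was at 23617 ± 8477 RPKM (SD, n = 6) and 36788 ± 5622 RPKM (SD, n = 6), a log2 ratio of -0.64 (exact permutation p = 0.011, adjusted p = 0.016). PGK1 (Entrez 395833) was at 3644 ± 1368 RPKM (SD, n = 6) and 5402 ± 742 RPKM (SD, n = 6), a log2 ratio of -0.57 (exact permutation p = 0.015, adjusted p = 0.020). With limma across all genes PGK1 was no longer past the threshold (adjusted p = 0.063). All 3 ratios lie inside the D6 cutoffs of -0.74 and 1.87, and in each gene the lines overlapped. The cutoffs depend on the genes that give the SD. Over genes above 1 RPKM in at least one line they were -0.51 and 1.56, and all 3 ratios lie outside those.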

TPI1 encodes the subunits of a homodimeric enzyme that catalyzes the isomerization of dihydroxy-acetone phosphate (DHAP) to glyceraldehyde-3-phosphate (GADP). The next step in the glycolysis is catalyzed by GAPDH, which catalyzes the phosphorylation of GADP to 1,3-bisphosphoglycerate (1,3BPG). Finally, *Phosphoglycerate Kinase 1* (PGK1) catalyzes the conversion of 1,3BPG to 3-phosphoglycerate (3-PG), yielding 2 ATP in the process.

**Fig 6:**
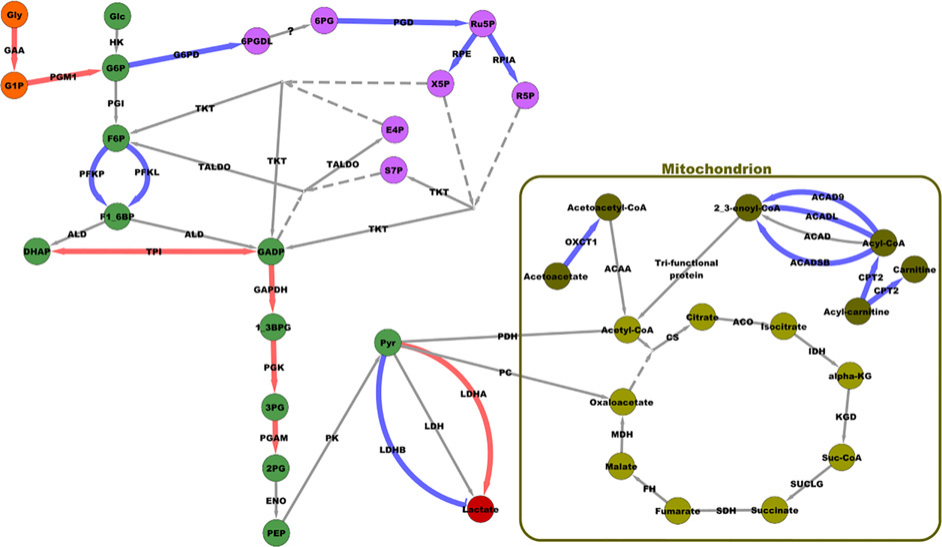
Cellular energy generation network in which several genes identified as differentially enriched between D6 Ross 708 and D6 Illinois are involved. The genes included in the analysis were differentially enriched at the D6 time point between the Ross 708 and Illinois lines. This network includes a number of essential enzymes utilized in cellular metabolism processes including glycolysis, the pentose phosphate pathway and the citric acid cycle. Edges highlighted in red were enriched in D6 Illinois samples; edges highlighted in blue were enriched in D6 Ross 708 samples.

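Fig 6 also marks genes for which the text states no enrichment. Among those marked for Illinois, PGAM1 (Entrez 428969) was expressed at 7266 ± 2943 RPKM (SD, n = 6) in Ross 708 and 10238 ± 1215 RPKM (SD, n = 6) in Illinois birds at D6, a log2 ratio of -0.49 (exact permutation p = 0.032). With limma across all genes PGAM1 was not past the threshold (adjusted p = 0.10). Among those marked for Ross 708, LDHB (Entrez 373997) was at 105 ± 68.4 RPKM (SD, n = 6) and 42.5 ± 14.2 RPKM (SD, n = 6), a log2 ratio of 1.31 (exact permutation p = 0.015). PFKL was at 2.69 ± 0.654 RPKM (SD, n = 6) and 1.47 ± 0.314 RPKM (SD, n = 6), a log2 ratio of 0.87 (exact permutation p = 0.0022). PFKP was at 5.83 ± 2.03 RPKM (SD, n = 6) and 3.88 ± 0.593 RPKM (SD, n = 6), a log2 ratio of 0.59 (exact permutation p = 0.0022), and after median-ratio scaling 0.13 (exact permutation p = 0.42). The higher PFKP mean rests in part on bird 1, with 9.96 RPKM against 4.81 to 5.17 RPKM in the other 5 Ross 708 birds. Bird 1 also had the highest LDHB, 224 RPKM against 49.1 to 148 RPKM in those 5. RPIA was at 22.5 ± 12.1 RPKM (SD, n = 6) and 14.7 ± 3.11 RPKM (SD, n = 6), a difference that was not past the threshold (log2 ratio 0.61, exact permutation p = 0.10).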

Complementing enrichment of transcripts encoding glycolytic enzymes, in the D6 Illinois birds is increased expression of two genes, *α-acid glucosidase* (GAA) and *phosphoglucomutase 1* (PGM1), that connect glycogen breakdown to glycolysis. 

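GAA (Entrez 416462) was expressed at 17.3 ± 3.97 RPKM (SD, n = 6) in D6 Ross 708 and 28.0 ± 6.55 RPKM (SD, n = 6) in D6 Illinois birds, a log2 ratio of -0.69 (exact permutation p = 0.0087, adjusted p = 0.015). PGM1 (Entrez 424691) was at 1657 ± 623 RPKM (SD, n = 6) and 2451 ± 295 RPKM (SD, n = 6), a log2 ratio of -0.56 (exact permutation p = 0.011, adjusted p = 0.016), and with limma across all genes its adjusted p was 0.056.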

GAA is a lysosomal enzyme essential for the release of glucose from glycogen while PGM1 reversibly catalyzes the isomerization of glucose-1-phosphate, the result of glycogen breakdown, to glucose-6-phosphate, which is the entry point for glycolysis. In addition, *lactate dehydrogenase A* (LDHA), which represents a branching point in the production of energy from glucose, is enriched in D6 Illinois samples. 

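LDHA (Entrez 396221) was expressed at 7445 ± 2812 RPKM (SD, n = 6) in D6 Ross 708 and 14148 ± 1506 RPKM (SD, n = 6) in D6 Illinois birds, and the lines did not overlap. Its log2 ratio was -0.93 (exact permutation p = 0.0022, adjusted p = 0.0051). By limma's interaction the line difference changed between days by 1.05 on the log2 scale (adjusted p = 0.044), which was not past the threshold after median-ratio scaling (adjusted p = 0.071).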

Pyruvate can either enter the oxidative TCA cycle or be converted to lactate by LDH for export from the cell [38]. LDH is a tetrameric enzyme composed of various combinations of two subunits, LDHA and LDHB. The enzymatic activity of these subunits varies with LDHB exhibiting maximum activity at low pyruvate concentrations while LDHA maintains activity at high pyruvate concentrations. The ability of LDHA to maintain catalytic function in high concentrations of pyruvate favors the conversion of pyruvate to lactate and, thus, a shift away from oxidative metabolism [38]. This is consistent with the fast-muscle type seen in the breast muscle of chickens [39].

Further analysis of the D6 Ross 708 breast muscle samples suggest that this tissue is enriched for gene products supporting energy production via oxidative phosphorylation. *Peroxisome proliferator-activated receptor γ co-activator 1-α* (PPARGC1A) is a transcriptional co-activator enriched in the D6 Ross 708 samples that promotes myoblast proliferation, mitochondrial biogenesis, and lipid transport, along with fatty acid and glucose oxidation [40–42]. 

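PPARGC1A (Entrez 422815) was expressed at 8.17 ± 3.03 RPKM (SD, n = 6) in D6 Ross 708 and 2.37 ± 1.10 RPKM (SD, n = 6) in D6 Illinois birds. The log2 ratio of 1.79 (exact permutation p = 0.0043, adjusted p = 0.0085) lies inside the D6 cutoffs of -0.74 and 1.87. It lies outside those of -0.51 and 1.56, from the SD over genes above 1 RPKM in at least one line. The lines overlapped, with Ross 708 birds from 3.58 to 11.1 RPKM and Illinois birds from 1.37 to 4.09 RPKM.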

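CD36 (Entrez 417730) was expressed at 18.9 ± 9.40 RPKM (SD, n = 6) in D6 Ross 708 and 6.16 ± 1.65 RPKM (SD, n = 6) in D6 Illinois birds, a log2 ratio of 1.62 (exact permutation p = 0.0022, adjusted p = 0.0051). ACAD9 (Entrez 415974) was at 199 ± 26.9 RPKM (SD, n = 6) and 138 ± 21.7 RPKM (SD, n = 6), ACADSB (Entrez 423947) at 14.4 ± 2.18 RPKM (SD, n = 6) and 10.2 ± 1.45 RPKM (SD, n = 6), and OXCT1 (Entrez 427190) at 81.8 ± 16.3 RPKM (SD, n = 6) and 52.8 ± 14.7 RPKM (SD, n = 6). Their log2 ratios were 0.52, 0.51 and 0.63 (exact permutation p = 0.0022, 0.0022 and 0.015). After median-ratio scaling these 3 ratios were 0.10, 0.09 and 0.24, none past the threshold (exact permutation p = 0.43, 0.48 and 0.26). ACADL (Entrez 424005), at 215 ± 44.2 RPKM (SD, n = 6) and 181.3 ± 19.9 RPKM (SD, n = 6), differed by less than the spread between birds (log2 ratio 0.25, exact permutation p = 0.13). Its ratio reversed to -0.18 after median-ratio scaling (exact permutation p = 0.19).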

Six gene transcripts that function in acyl oxidation are enriched in the D6 Ross 708 muscle: CD36, *acyl-CoA dehydrogenase 9* (ACAD9), *acyl-CoA dehydrogenase*, *long chain* (ACADL) and *acyl-CoA dehydrogenase short/branched chain* (ACADSB), *3-oxoacid CoA transferase 1*(OXCT1), and *carnitine palmitoyltransferase 2* (CPT2). CD36 is a class B scavenger receptor that functions as a fatty acid transporter in chicken skeletal muscle [43]. CD36 localizes to the plasma membrane and mitochondria; at the plasma membrane CD36 functions in fatty acid uptake, whereas in the mitochondria it functions to import fatty acids for oxidation [43]. ACAD9, ACADL and ACADSB, all function in the oxidation of their respective acyl substrates while OXCT1 functions in ketone body oxidation. 

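CPT2 (Entrez 424649) was expressed at 20.1 ± 4.18 RPKM (SD, n = 6) in D6 Ross 708 and 8.75 ± 3.21 RPKM (SD, n = 6) in D6 Illinois birds, a log2 ratio of 1.20 (exact permutation p = 0.0022, adjusted p = 0.0051), and SUCLG2 (Entrez 416087) at 17.0 ± 6.47 RPKM (SD, n = 6) and 7.67 ± 2.72 RPKM (SD, n = 6), a log2 ratio of 1.15 (exact permutation p = 0.0043, adjusted p = 0.0085). Both stayed past the threshold after median-ratio scaling, at 0.79 and 0.70 (exact permutation p = 0.0022 and 0.015).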

Enrichment for CPT2 in the D6 Ross 708 breast muscle likely increases the flow of acyl chains into the mitochondria for coupling to coenzyme A. Finally, one member of the TCA Cycle, *succinate-CoA-ligase*, *GDP forming beta subunit* (SUCLG2) is also enriched in the D6 Ross 708 breast muscle. This subunit favors formation of GTP instead of ATP as the acyl-CoA products traverse the cycle [44,45].

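RPE (Entrez 770045) was expressed at 12.9 ± 2.56 RPKM (SD, n = 6) in D6 Ross 708 and 6.15 ± 1.16 RPKM (SD, n = 6) in D6 Illinois birds, a log2 ratio of 1.07 (exact permutation p = 0.0022, adjusted p = 0.0051). PGD (Entrez 419450) was at 14.0 ± 7.41 RPKM (SD, n = 6) and 7.38 ± 1.39 RPKM (SD, n = 6), a log2 ratio of 0.92 (exact permutation p = 0.0022, adjusted p = 0.0051). H6PD (Entrez 428188) was at 1.93 ± 0.397 RPKM (SD, n = 6) and 0.947 ± 0.549 RPKM (SD, n = 6), and TKT (Entrez 415991) at 4.33 ± 1.59 RPKM (SD, n = 6) and 2.41 ± 0.593 RPKM (SD, n = 6), with log2 ratios of 1.03 and 0.85 (exact permutation p = 0.011 and 0.013). With median-ratio scaling H6PD and TKT were no longer past the threshold (exact permutation p = 0.067 and 0.061). Illinois bird 1 had 3.55 RPKM of TKT where the other 5 had 1.91 to 2.41 RPKM.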

Ross D6 breast muscle is also enriched in four transcripts encoding proteins that function in the pentose phosphate pathway (PPP): *hexose-6-phosphate dehydrogenase* (H6PD), *phosphogluconate dehydrogenase* (PGD), *ribulose-5-phosphate-3 epimerase* (RPE), and *transketolase* (TKT). The PPP is responsible for production of NADPH, which provides reducing equivalents essential to anabolism [46]. H6PD catalyzes the first, rate-limiting, step in this pathway by catalyzing the oxidation of glucose-6-phosphate to 6-phosphogluconolactone with the production of one molecule of NADPH per reaction. PGD catalyzes the second NADPH producing step while RPE and TKT function in non-oxidative steps of the PPP. In addition to these members of the PPP, Ross 708 D6 breast muscle is also enriched for cytoplasmic *isocitrate Dehydrogenase 1* (IDH1). 

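IDH1 (Entrez 424112) was expressed at 29.4 ± 2.89 RPKM (SD, n = 6) in D6 Ross 708 and 20.3 ± 1.80 RPKM (SD, n = 6) in D6 Illinois birds, without overlap, a log2 ratio of 0.54 (exact permutation p = 0.0022, adjusted p = 0.0051). After median-ratio scaling it was 0.11 (exact permutation p = 0.041).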

IDH uses NADP to oxidize isocitrate ultimately to alpha-ketoglutarate, yielding a molecule of NADPH.

#### Innervation

In addition to detecting differentially expressed genes affecting muscle growth and metabolism, several genes affecting innervation and neuromuscular junctions were significantly different between the Ross 708 and Illinois birds at day 6. Formation of the neuromuscular junction (NMJ) is a complex process requiring temporally and spatially coordinated interactions between nerve terminals and muscles. Branching growth and development of the nervous system and interaction with the muscle triggers the formation of the NMJ, however innervation is not necessary for skeletal muscle growth [47]. Several genes involved in innervation and neuromuscular junction formation were enriched in the D6 Illinois samples compared with the Ross 708 breast muscle. 

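P2RY1 (Entrez 396275) was expressed at 16.0 ± 8.02 RPKM (SD, n = 6) in D6 Ross 708 and 56.9 ± 12.3 RPKM (SD, n = 6) in D6 Illinois birds, a log2 ratio of -1.83 without overlap between the lines (exact permutation p = 0.0022, adjusted p = 0.0051). The line difference moved toward Ross 708 from D6 to D21 by 1.20 on limma's log2 scale (interaction adjusted p = 0.025).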

Among these was *purinergic receptor P2Y*, *G-protein coupled*, *1* (P2RY1), which localizes to the neuromuscular junction [48], and acts as a trophic factor to promote localization of acetylcholine receptor and acetylcholine esterase to the NMJ [48]. 

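KCNJ12 (Entrez 427662) was expressed at 5.15 ± 2.43 RPKM (SD, n = 6) in D6 Ross 708 and 10.9 ± 1.65 RPKM (SD, n = 6) in D6 Illinois birds, a log2 ratio of -1.08 (exact permutation p = 0.0022, adjusted p = 0.0051), and every Illinois bird was above every Ross 708 bird.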

Additionally, the *potassium inward-rectifying channel*, *subfamily J*, *member 12* (KCNJ12,), which localizes to the NMJ [49] was enriched in D6 Illinois samples. The *kyphoscoliosis peptidase* (KY) transcript, also enriched in D6 Illinois, encodes a cytoskeleton-associated protease that is involved in proper maturation and stabilization of NMJs [50].

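KY (Entrez 429137) was expressed at 12.7 ± 5.38 RPKM (SD, n = 6) in D6 Ross 708 and 25.9 ± 14.3 RPKM (SD, n = 6) in D6 Illinois birds. The log2 ratio of -1.03 was not past the threshold (exact permutation p = 0.061), and Illinois birds ranged from 7.36 to 45.0 RPKM. After median-ratio scaling it was -1.50 and past it (exact permutation p = 0.032).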

The D6 Illinois samples also showed enrichment for neuronal specific genes involved in NMJ formation including *vesicle-associate membrane protein 1* (VAMP1), *neurogranin* (NRGN), and *leucine-rich repeat and Ig domain containing 1* (LINGO1). 

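VAMP1 (Entrez 418273) was expressed at 2.90 ± 1.44 RPKM (SD, n = 6) in D6 Ross 708 and 6.69 ± 3.02 RPKM (SD, n = 6) in D6 Illinois birds, a log2 ratio of -1.20 (exact permutation p = 0.028, adjusted p = 0.034). NRGN (Entrez 768940) was at 7.42 ± 4.95 RPKM (SD, n = 6) and 24.2 ± 20.8 RPKM (SD, n = 6), with a log2 ratio of -1.71 (exact permutation p = 0.028, adjusted p = 0.034). LINGO1 (Entrez 415344) separated the lines without overlap, at 34.3 ± 15.1 RPKM (SD, n = 6) and 100.3 ± 23.7 RPKM (SD, n = 6), a log2 ratio of -1.55 (exact permutation p = 0.0022, adjusted p = 0.0051).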

VAMP1 is a primary component of the protein complex involved in docking and/or fusion of synaptic vesicles with the presynaptic membrane [51]. VAMP1 is not found in satellite cells or myofibers, but rather in pre-synaptic regions of neurons in muscle [52]. NRGN is a post-synaptic protein kinase substrate that is involved in calmodulin signaling, and acts as a third messenger in synaptic development and remodeling [53]. LINGO1 encodes a component of the Nogo-A signaling receptor complex. Nogo-A signaling affects the cytoskeleton of neurons through RhoA and Rho Kinase (ROCK) activity and is critical for branching of peripheral nerves [54]. 

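CHRNA1 (Entrez 395608) was expressed at 7.49 ± 4.32 RPKM (SD, n = 6) in D6 Ross 708 and 3.44 ± 1.11 RPKM (SD, n = 6) in D6 Illinois birds, a log2 ratio of 1.12 (exact permutation p = 0.0065, adjusted p = 0.011). CHRM4 (Entrez 423195) was at 7.95 ± 3.69 RPKM (SD, n = 6) and 1.69 ± 0.525 RPKM (SD, n = 6), a log2 ratio of 2.24 (exact permutation p = 0.0043, adjusted p = 0.0085). For CHRM4 a single bird of each line lay apart from the other 5. Ross 708 bird 2 had 1.98 RPKM against 7.02 to 13.0 RPKM, and Illinois bird 6 had 2.72 RPKM against 1.31 to 1.62 RPKM. For CHRNA1, Ross 708 bird 1 had 16.1 RPKM against 4.69 to 7.56 RPKM in the other Ross 708 birds.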

Two genes products potentially involved in innervation were enriched in the D6 Ross 708 samples: *cholinergic receptor*, *nicotinic*, *alpha 1* (CHRNA1) and *cholinergic receptor*, *muscarinic 4 CHRM4*. Both of these receptor subunits are found at the neuromuscular junctions [55].

### Day 21 Differentially Enriched Genes

#### Muscle Growth

In the D21 samples expression levels of IGF1 remained enriched in Ross 708 (Figs 4b and 5b) samples while ACE transcripts remained elevated in the Illinois breast muscle (Figs 4e and 5e). In contrast, by post-hatch day 21 the Ross 708 and the Illinois samples showed similar expression of IGF1R (Fig 4c) and MSTN (Fig 4a) in the RNA-seq data. 

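IGF1 expression at D21 was 1.69 ± 1.295 RPKM (SD, n = 6) in Ross 708 and 0.246 ± 0.126 RPKM (SD, n = 5) in Illinois birds, a log2 ratio of 2.78 (two-sided exact permutation p = 0.043, 0.062 after adjustment over the 10 comparisons of growth regulators). The lines overlapped, with Ross 708 birds from 0.19 to 3.17 RPKM and Illinois birds from 0.06 to 0.38 RPKM. With medians in place of means the log2 ratio was 2.51 (exact permutation p = 0.093), and with each bird left out in turn it ran from 2.50 to 3.01 (exact permutation p from 0.0079 to 0.057). IGF1 stayed past the threshold after median-ratio scaling, at 2.78 (exact permutation p = 0.043). On log2(RPKM + 0.1) it did so by the exact test (p = 0.024) and by limma across all genes (adjusted p = 0.038). Within depth, 4 Ross 708 and 2 Illinois birds of the shallower libraries gave 2.92 (exact permutation p = 0.27), and 2 Ross 708 and 3 Illinois birds of the deeper libraries gave 1.74 (exact permutation p = 0.10), where the smallest possible p is 0.067 and 0.1. ACE expression was 4.84 ± 1.52 RPKM (SD, n = 6) in Ross 708 and 28.1 ± 17.1 RPKM (SD, n = 5) in Illinois birds, a log2 ratio of -2.53 without overlap (exact permutation p = 0.0022, adjusted p = 0.0054). The shallower libraries gave -3.33 and the deeper -1.58, each with the smallest exact permutation p possible (0.067 and 0.1). The 2 shallower Illinois libraries, of birds 1 and 2, had 54.0 and 36.4 RPKM of ACE, and the other 3 Illinois birds had 12.5 to 21.8 RPKM. These 2 libraries also hold transcripts such as FABP2, at 34.0 and 47.5 RPKM, which was at or below 0.68 RPKM in the other D21 birds. Without them the ACE log2 ratio was -1.78 (exact permutation p = 0.012), a comparison chosen after these values had been seen.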

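IGF1R expression at D21 was 2.06 ± 0.864 RPKM (SD, n = 6) in Ross 708 and 1.65 ± 0.224 RPKM (SD, n = 5) in Illinois birds, a log2 ratio of 0.32 within the spread between birds (exact permutation p = 0.39). MSTN expression was 36.1 ± 10.3 RPKM (SD, n = 6) and 26.7 ± 8.97 RPKM (SD, n = 5), a log2 ratio of 0.44 (exact permutation p = 0.15). Within the shallower and the deeper D21 libraries the MSTN log2 ratio was 0.37 and 0.22, and that of IGF1R 0.35 and 0.17. Whether the line difference itself changed from D6 to D21 was tested by limma's line by day interaction. It changed for MSTN, by 1.56 on the log2 scale (adjusted p = 0.034), while a change was not shown for IGF1R, at -0.60 (adjusted p = 0.22).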

Probe-based qPCR confirmed similar expression of IGF1R between Ross 708 and Illinois samples (Fig 5c); however probe-based qPCR results indicated that MSTN mRNA expression remains significantly enriched in the Illinois samples at the D21 time point (Fig 5a). In addition to these factors, the *WAP*, *follistatin/kazal*, *immunoglobulin*, *kunitz and netrin domain containing 2* (WFIKKN2) gene was enriched in D21 Ross 708 breast muscle (Fig 4d). 

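WFIKKN2 (Entrez 422097) lies on chromosome 18 from 10730342 to 10735809 in GRCg7b. Its D21 expression was 0.212 ± 0.171 RPKM (SD, n = 6) in Ross 708 and 0.016 ± 0.0261 RPKM (SD, n = 5) in Illinois birds, a log2 ratio of 3.73 (exact permutation p = 0.011, adjusted p = 0.022). The Illinois mean is below 0.1 RPKM and the Illinois birds ranged from 0 to 0.06 RPKM, so the ratio rests on very few reads. As a mean difference of log2(RPKM + 0.1), which damps ratios of values near 0, it was 1.31 (exact permutation p = 0.0065). The log2 ratio was 3.00 in the shallower libraries and 4.54 in the deeper ones (exact permutation p = 0.27 and 0.10).

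**Figure D4:**
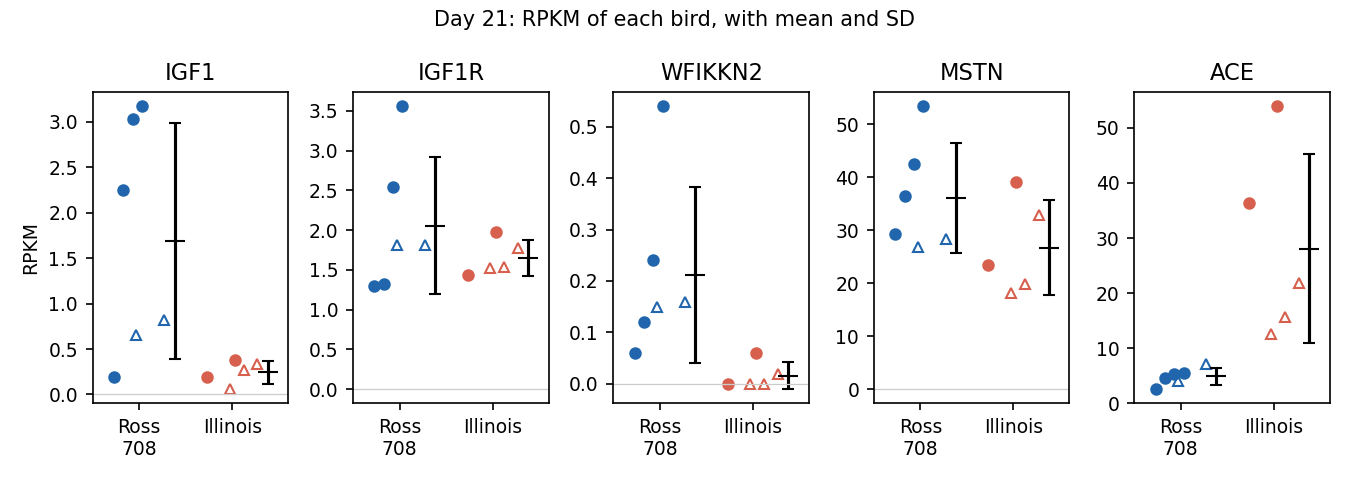
RPKM of each D21 bird (vertical axes, one scale per gene) for the 5 growth regulators in 6 Ross 708 (blue) and 5 Illinois (red) birds; filled circles are the shallower libraries, open triangles the deeper ones, and black bars give the mean and SD. ACE separates the lines, with its highest values, 36.4 and 54.0 RPKM, in the 2 shallower Illinois libraries; IGF1, WFIKKN2, IGF1R and MSTN overlap.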

WFIKKN2 is a negative regulator of MSTN through its follistatin domain, and overexpression of WFIKKN2 in mice causes muscle hypertrophy after birth by sequestering MSTN [56–58]. 

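WFIKKN2 expression at D6 was 0.143 ± 0.116 RPKM (SD, n = 6) in Ross 708 and 0.06 ± 0.0657 RPKM (SD, n = 6) in Illinois birds, a log2 ratio of 1.26 that was not past the threshold (exact permutation p = 0.19, adjusted p = 0.21). Leaving out each bird in turn gave from 0.77 to 1.99. The line difference was not shown to change between days (limma interaction 0.73 on the log2 scale, adjusted p = 0.33).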

Unlike the D21 samples, the RNA-seq expression data did not show a significant enrichment for WFIKKN2 mRNA at the D6 time point (Fig 4d); however probe-based qPCR follow-up showed both D6 and D21 Ross 708 samples to be significantly enriched for WFIKKN2 mRNA (Fig 5d).

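SMPX (Entrez 771780) was expressed at 52.6 ± 32.8 RPKM (SD, n = 6) in D21 Ross 708 and 2.78 ± 2.40 RPKM (SD, n = 5) in D21 Illinois birds, a log2 ratio of 4.24 without overlap (exact permutation p = 0.011, 0.025 after adjustment over the 14 D21 comparisons of genes that the paper discusses). The difference between lines was larger at D21 than at D6 by 3.29 on limma's log2 scale (interaction adjusted p = 0.0057).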

Another D21 Ross 708 enriched transcript with a role in myogenesis encodes *small muscle protein*, *x-linked* (SMPX). Myoblasts over-expressing SMPX are enlarged due to formation of membrane ruffles and lamellipodia and IGF1 supplementation of cultures overexpressing SMPX induces myotube hypertrophy [59]. 

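HOPX (Entrez 395241) was expressed at 51.5 ± 23.5 RPKM (SD, n = 6) in D21 Ross 708 and 4.68 ± 0.525 RPKM (SD, n = 5) in D21 Illinois birds, a log2 ratio of 3.46 without overlap (exact permutation p = 0.0043, adjusted p = 0.025). By limma's interaction the line difference grew from D6 to D21 by 2.41 (adjusted p = 0.0018).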

The *HOP homeobox* gene (HOPX) mRNA is enriched in D21 Ross breast muscle. HOPX encodes an atypical homeobox protein that does not have the capacity to bind DNA but can potentiate skeletal muscle differentiation through interaction with enhancer of polycomb 1 (Epc1) [60]. 

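EPC1 (Entrez 420471) was expressed in all 23 birds. At D21 it was at 4.59 ± 0.56 RPKM (SD, n = 6) in Ross 708 and 4.86 ± 0.376 RPKM (SD, n = 5) in Illinois birds, a log2 ratio of -0.08 (exact permutation p = 0.34). At D6 it was at 7.10 ± 1.22 RPKM (SD, n = 6) and 4.57 ± 0.744 RPKM (SD, n = 6), without overlap between the lines, a log2 ratio of 0.64 (exact permutation p = 0.0022, adjusted p = 0.0051), which is inside the D6 cutoffs of -0.74 and 1.87. After median-ratio scaling the D6 ratio was 0.22 (exact permutation p = 0.022).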

Epc1 was expressed in all conditions but was not differentially expressed. In mice, HOPX knockout individuals showed an inhibition of skeletal muscle differentiation and impairments in muscle regeneration [60].

*Cysteine and glycine-rich protein 3* (CSRP3), which is associated with myogenic differentiation was also enriched in D21 Ross 708 breast muscle relative to D21 Illinois samples. 

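CSRP3 (Entrez 422979) was expressed at 7.06 ± 6.31 RPKM (SD, n = 6) in D21 Ross 708 and 0.29 ± 0.139 RPKM (SD, n = 5) in D21 Illinois birds, a log2 ratio of 4.61 (exact permutation p = 0.0065, adjusted p = 0.025). Ross 708 birds ranged from 1.11 to 19.0 RPKM and Illinois birds from 0.13 to 0.46 RPKM.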

CSRP3 is found in both the cytosol and the nucleus; the cytosolic form serves as a scaffold for structural proteins, while the nuclear CSRP3 serves as a cofactor for basic helix-loop-helix (bHLH) transcription factors including MYOD1 and myogenin (detected in both lines on both days). These transcription factors bind the E-box motif and promote the transcription of genes at multiple critical stages of muscle growth and differentiation [61,62]. 

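Myogenin, listed as MYOG (Entrez 374004), was detected in every bird. It was at 42.5 ± 52.9 RPKM (SD, n = 6) in Ross 708 and 14.7 ± 3.66 RPKM (SD, n = 6) in Illinois birds at D6, and at 12.9 ± 14.3 RPKM (SD, n = 6) and 4.97 ± 1.42 RPKM (SD, n = 5) at D21. The lines did not differ past the threshold on either day (log2 ratios 1.53 and 1.38, exact permutation p = 0.054 and 0.18).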

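MYOD1 (Entrez 374048) was expressed at 71.4 ± 17.0 RPKM (SD, n = 6) in D21 Ross 708 and 165 ± 89.8 RPKM (SD, n = 5) in D21 Illinois birds, a log2 ratio of -1.21 (exact permutation p = 0.039, adjusted p = 0.076). Illinois birds ranged from 47.6 to 255 RPKM and included the lowest of all D21 birds. With limma across all genes the adjusted p was 0.087, and the ratio is inside the D21 cutoffs of -1.85 and 2.39.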

In the Illinois line, only one additional gene affecting muscle growth, MYOD1, was enriched at D21. MYOD1 is responsible for withdrawal from the cell cycle and commitment toward terminal myogenic differentiation [63].

#### Cellular Metabolism and Innervation

As at D6, IDH1 is still elevated in the D21 Ross 708 compared with the D21 Illinois breast muscle. 

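IDH1 at D21 was expressed at 24.0 ± 2.86 RPKM (SD, n = 6) in Ross 708 and 18.4 ± 2.16 RPKM (SD, n = 5) in Illinois birds, a log2 ratio of 0.39 without overlap (exact permutation p = 0.011, adjusted p = 0.025). The line difference was not shown to change between days (limma interaction -0.15, adjusted p = 0.52). MDK (Entrez 423196), which Ross 708 birds expressed at 7.42 ± 11.5 RPKM (SD, n = 6) and Illinois birds at 0.498 ± 0.207 RPKM (SD, n = 5), had a log2 ratio of 3.90 without overlap, with Ross 708 birds from 0.85 to 30.7 RPKM and Illinois birds from 0.17 to 0.69 RPKM. The difference in means was not past the threshold as deposited (exact permutation p = 0.084) and was past it after median-ratio scaling (exact permutation p = 0.045) and with limma across all genes (adjusted p = 0.024).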

The D21 Ross 708 breast muscle shows enrichment for *midikine* (MDK), which encodes a small neurite-derived heparin binding growth factor that participates in signaling during NMJ formation [64]

### Implications of Day 6 and 21 Gene Expression Patterns

Myogenesis is a complex process that begins with a pool of proliferative progenitor cells and results in terminally differentiated, multi-nucleated myofibers. Typically the number of muscle fibers is determined during the embryonic stage of development [65]. In the post-hatch chicken, the increase in muscle size is a result of proliferation and fusion of myogenic progenitor cells (satellite cells) to existing myotubes, increasing the number of nuclei and the capacity for protein synthesis [66]. Furthermore, breast muscle growth in these broiler chicken lines can be divided into two time frames: pre and post-day 14 [8]. From hatch through day 14, the breast muscle of both the modern Ross 708 and Illinois line exhibit rapid growth relative to the total body, although the Ross 708 breast muscle grows approximately 3-fold faster than the Illinois line during this time. When normalized to the total bird mass, the relative growth of the Illinois breast muscle plateaus after post-hatch day 14, while the Ross 708 birds continues to increase the relative proportion of breast muscle. While the breast muscle continues to grow in both lines, only the Ross 708 birds continue to add more breast muscle relative to the growth of other tissues after D14 [8]. We hypothesize that IGF1, IGF1R, MSTN, WFIKKN2 and ACE may form the basis for a network of interacting factors in which the breast muscle growth is a consequence of the ratio of these growth promoting and inhibiting factors (Fig 7). The significantly elevated levels of IGF1, IGF1R and WFIKKN2 compared to MSTN and ACE seen at day 6 (Figs 4 and 5) in the Ross 708 birds may play a role the rapid relative growth of this breast muscle tissue prior to day 14. 

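The paper gives no formula for the ratio of growth promoters to inhibitors. It was computed for each bird as the summed RPKM of IGF1, IGF1R and WFIKKN2 over the summed RPKM of MSTN and ACE, on the log2 scale. At D6 the mean log2 ratio was -2.49 ± 0.957 (SD, n = 6) in Ross 708 and -5.33 ± 0.740 (SD, n = 6) in Illinois birds, a difference of 2.84 (two-sided exact permutation p = 0.0022, the smallest possible). As geometric means the ratios were 0.178 and 0.0248, so in both lines the inhibitors' RPKM exceeded that of the promoters. The alternative that moved the difference most was weighting each gene equally on log2(RPKM + 0.1), which gave 2.34 (exact permutation p = 0.0022). From the levels of these 5 genes at D6 the paper proposes a part for them in the rapid relative growth of Ross 708 breast muscle early after hatch (Fig 7).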

By day 21 post-hatch, the ratio of IGF, IGF1R and WFIKKN2 to MSTN and ACE has decreased, but is still higher in the Ross 708 tissue relative to Illinois breast muscle. 

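At D21 the mean log2 ratio of promoters to inhibitors was -3.49 ± 0.531 (SD, n = 6) in Ross 708 and -4.76 ± 0.661 (SD, n = 5) in Illinois birds, a difference of 1.27 (exact permutation p = 0.0087). Weighting each gene equally on log2(RPKM + 0.1), the alternative that moved the D21 difference most, gave 2.13 (exact permutation p = 0.0022), and leaving out ACE gave 0.47 (exact permutation p = 0.23). Without Illinois birds 1 and 2, whose libraries hold transcripts such as FABP2 and the 2 highest ACE values, it was 0.93 (exact permutation p = 0.071), a comparison chosen after the values had been seen. From D6 to D21 the ratio of Ross 708 birds changed by -0.99 (exact permutation p = 0.041) and that of Illinois birds by 0.58 (exact permutation p = 0.21). With each gene weighted equally on log2(RPKM + 0.1) the ratio of Ross 708 birds changed by 0.09 (exact permutation p = 0.77). Without ACE it changed by -1.73 (exact permutation p = 0.011). The difference between the lines changed by -1.57, tested by permuting the day within each line with 100000 resamples (permutation p = 0.017). That change depends on the formula: with equal weights it was -0.20 (permutation p = 0.69), and without ACE -2.44 (permutation p = 0.0041). In the shallower libraries alone it was -0.995. The paper states that the ratio falls by D21 and stays higher in Ross 708, and proposes that the higher ratio results in the continued relative growth of Ross 708 breast muscle.

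**Figure D5:**
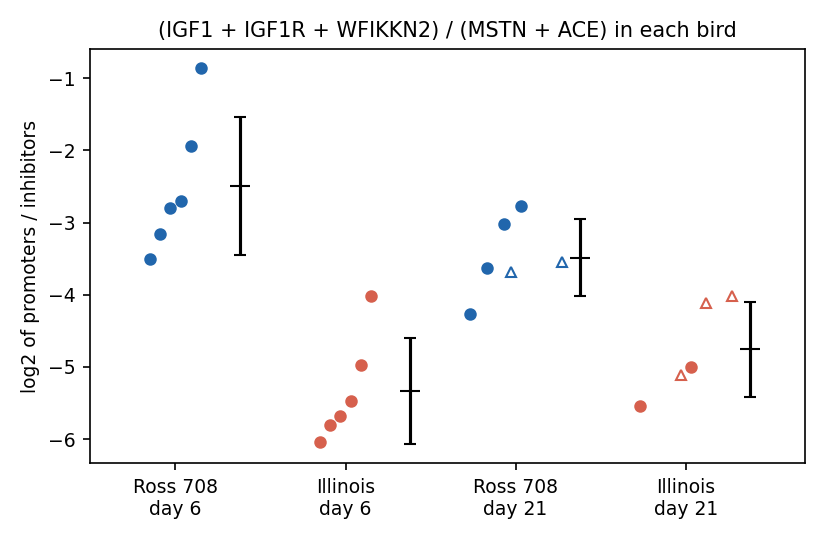
Log2 of the summed RPKM of IGF1, IGF1R and WFIKKN2 over that of MSTN and ACE (vertical axis) for each bird, by line and day; filled circles are the shallower libraries, open triangles the deeper ones, and black bars give the mean and SD. The D6 birds do not overlap between lines, at -3.50 to -0.86 in Ross 708 and -6.04 to -4.02 in Illinois, and the D21 birds overlap, at -4.27 to -2.77 and -5.54 to -4.02.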

Conceivably, this elevated ratio of growth promoters to inhibitors results in the positive allometric growth of the Ross 708 breast muscle while the growth of this muscle in the Illinois birds becomes proportional to other tissues. Given the pleiotropic effects of IGF, MSTN [67] and ACE, selection that affects changes in their expression would be expected to have multiple, systemic effects on organ systems.

**Fig 7:**
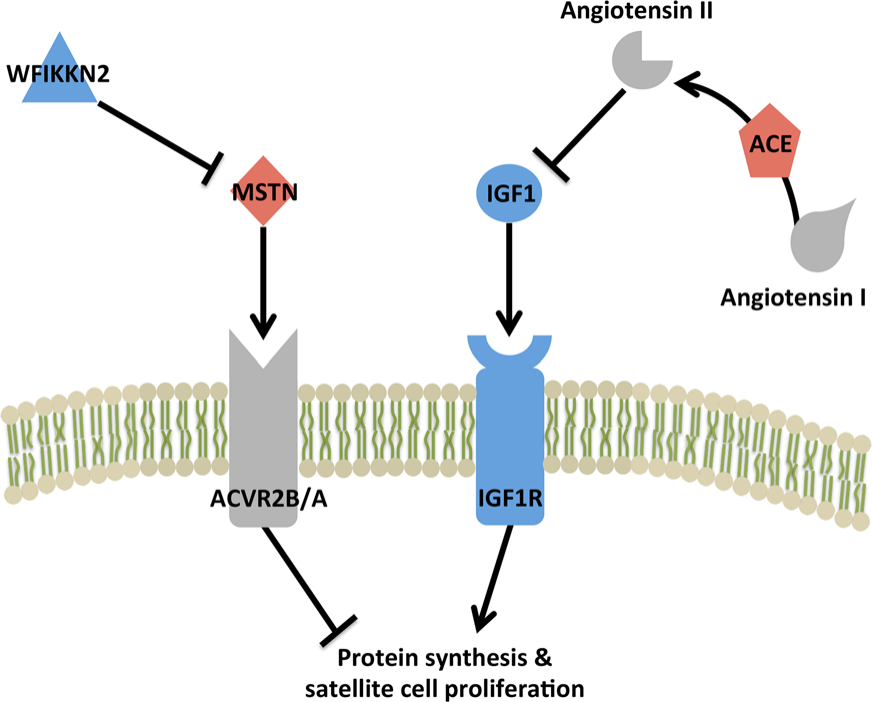
Summary of the interactions between major growth factors, differentially expressed between the Ross 708 and Illinois breast muscle samples, and their affect on myogenic growth. Genes highlighted orange were enriched in Illinois samples, genes highlighted in blue were enriched in Ross 708 samples.

## Conclusions

We have compared gene expression patterns between the breast muscle tissues of an Illinois and modern chicken line. The Illinois line had been selected for improved growth performance until the late 1940s while the Ross 708 line is still undergoing selection for meat production traits. A major distinction between these lines is the significant elevation in breast muscle yield in the modern (Ross 708) line. We hypothesized that selection has affected expression of multiple genes affecting muscle growth. Based on this transcriptome analysis, likely gene candidates for direct effect on muscle yield include IGF1, IGF1R, WFIKKN2, MSTN and ACE. Furthermore, these growth factors may affect other allometric differences between the Illinois and Ross 708 lines [8]. IGF1 has been shown to affect allometric growth in several species [68–70]. However, it is unlikely that all morphometric differences between the lines are due to allelic variations in genes that are transcribed and translated. For example, non-coding RNAs are differentially expressed between lines selected for divergent skeletal muscle growth [71]. Also, changes in epigenetic regulation may have been driven by the need to support rapid growth of modern broilers. Future studies will explore both non-coding and epigenetic differences between these legacy and modern chicken lines.

## Supporting Information

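S1 Table lists 92 genes as enriched in Ross 708 and 97 as enriched in Illinois birds at D6. The mean RPKM, the log2 ratio and the RPKM of each bird in it are those of the deposited tables, and a ratio above 0 means higher in Ross 708. Of its genes, 69 of the 92 and 44 of the 97 have a ratio within 2 SD of the mean over genes as computed here, where the cutoffs were -0.74 and 1.87. The smallest absolute log2 ratios in it are 0.51 for Ross 708 and 0.50 for Illinois genes. With the SD over genes above 1 RPKM in both lines the cutoffs were -0.43 and 1.37. With these and a per-gene test with pooled variances, 79 of the 92 and 96 of the 97 met the rule. That setting was chosen after seeing the values. Of the 189 genes of the table, 189 had a p under 0.05 with pooled and 171 with separate variances.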

S1 Table A table of all genes determined to be differentially enriched in either the Ross 708 or Illinois line, at the D6 time point. The table columns (in order) are the Entrez IDs, gene symbol, the line in which the gene is enriched, the log_2_ of the ratio of the Ross 708 RPKM to the Illinois RPKM, the mean RPKM for the Ross 708 samples, the mean RPKM for the Illinois samples, and the individual RPKM values for each library analyzed.
(XLSX) Click here for additional data file.

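S2 Table lists 138 genes as enriched in Ross 708 and 55 as enriched in Illinois birds at D21, with means, ratios and single values equal to those in the deposited tables. Within the cutoffs computed here, -1.85 and 2.39, lie 37 of the 138 and 11 of the 55. The smallest absolute log2 ratio is 2.13 among its Ross 708 genes and 1.67 among its Illinois genes. The tables for the 2 days share 13 genes and hold 369 different genes between them.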

S2 Table A table of all genes determined to be differentially enriched in either the Ross 708 or Illinois line, at the D21 time point. The table columns (in order) are the Entrez IDs, gene symbol, the line in which the gene is enriched, the log_2_ of the ratio of the Ross 708 RPKM to the Illinois RPKM, the mean RPKM for the Ross 708 samples, the mean RPKM for the Illinois samples, and the individual expression values (in RPKM) for each library analyzed.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

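Breast muscle RNA from 12 birds at D6, 6 of each line, and from 6 Ross 708 and 5 Illinois birds at D21 was sequenced as 23 libraries, 1 per bird. The authors aligned the reads to the 2006 chicken genome, quantified genes with ERANGE and deposited RPKM, in which reads are divided by the length of the gene and the mapped reads of the library, to 2 decimals. Each library lists the same 15945 genes. Read length, read filters and the handling of reads that align to several genes are not stated, and the values are neither logged nor scaled further between libraries. The single-bird RPKM of S1 Table and S2 Table were checked against the deposited values and are the same, and birds are numbered within line and day by the column numbers of those tables.

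The paper gives about 10000000 reads for the shallower libraries and about 30000000 for 5 of the D21 libraries, and the deposited values hold no totals. Relative depth was therefore estimated from the steps between low RPKM values, over 576 genes, and is 0.95 to 1.06 in 18 libraries and 2.72 to 3.17 in 5, namely Illinois birds 3, 4 and 5 and Ross 708 birds 5 and 6. RPKM is printed to 2 decimals, so values near 0.01 carry a single significant digit and a value of 0 may hold reads below that step.

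Samples were grouped by line and day as in the deposited descriptions, and lines were compared within a day. Every gene was compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(RPKM + 0.1), for genes with a mean RPKM above 0.1 in at least one of the groups fitted, with Benjamini-Hochberg adjustment and a threshold of 0.05. A line by day interaction was fitted over all 4 groups. The paper's rule for enriched genes was applied as a log2 ratio of mean RPKM more than 2 SD from its mean over genes, with an unadjusted limma p under 0.05, over genes with a mean above 0.1 RPKM in at least one line and above 0 in both. Single genes were compared by a two-sided exact permutation test of mean RPKM. Its p is the share of all 924 splits of 6 against 6 birds, or 462 of 6 against 5, whose absolute difference in means is at least the one observed, and the smallest it can give is 0.0022 in both cases. A single gene counts as past the threshold by its unadjusted exact p, and p adjusted over the 10 comparisons of growth regulators, or over the genes that the paper discusses on that day, is given beside it. The paper chose most of these genes for their difference in the same birds, and the adjustment does not correct for that choice. The ratio of promoters to inhibitors was the log2 of summed RPKM of IGF1, IGF1R and WFIKKN2 over that of MSTN and ACE in each bird, and its change between days was tested by permuting the day within line with 100000 resamples. The remaining computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

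The genes named are those whose RNA-seq expression the Results text, Fig 4, Fig 6 or Fig 7 makes a statement about, on that day. To these were added, for each day and direction, the 5 genes with the largest absolute log2 ratio among those past an adjusted p of 0.05 whose birds did not overlap between lines, and the 5 interaction genes with the smallest adjusted p. Gene positions are those of GRCg7b, found by Entrez identifier.

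Both tests were tested on simulated data with 200 changed genes. With limma, 87.5% of the changed genes were recovered at D6, 88% at D21 and 76% for the interaction, and 7.89%, 3.30% and 3.18% of the genes called were unchanged ones. The exact test recovered 100% of them among 2000 simulated genes and called 5.44% of unchanged genes at D6 and 4.5% at D21. Every changed gene in that simulation had the same large shift and the same small spread between birds. The 100% therefore does not give the share recovered at smaller ratios or wider spreads.

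Alternatives were the pseudocount (1 or 0.01), the filter on low values, median-ratio scaling over 6661 genes, eBayes without trend, a spread shared by all 4 groups, the genes that give the SD, the test behind the p, a log2 ratio of 1 as the cutoff, depth class as a covariate or depth classes apart, a replicate block by the column numbers of S1 Table and S2 Table, medians, other formulas and gene sets, and leaving out each bird. Alternatives chosen after seeing the data were per-gene tests with pooled or separate variances, a two-sided p of the exact test as 2 times its smaller tail, and the use of Illinois D21 birds 3, 4 and 5 only. PGAM2 was not analysed here. Gene ontology, quantitative PCR and power results were not analysed here.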

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

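The tests of scaling for the interaction genes, of a mislabelled or female bird, of depth for RAV-0, for LOC770405 and for the intestinal genes, of few reads behind single birds, and of the ACE ratio without Illinois D21 birds 1 and 2 were chosen only after the result was seen, and the lists of intestinal, liver and pancreas genes were written after genes of these tissues had been noticed, leaving out every gene whose values had been looked at.

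Single birds stood apart from the rest of their group in 22 of 192 groups tested, where about 9.6 are expected by chance. In D6 Ross 708 birds these were NR13 in bird 6 (59.4 RPKM), GAA in bird 3 (9.53), PFKP (9.96), MYOM3 (13.2) and CPEB4 (14.8) in bird 1, and CHRM4 (1.98) and PTPN4 (10.1) in bird 2. In D6 Illinois birds they were PRKAG3 (56.4), CHRM4 (2.72), ABCA12 (0.04) and CTSC (26.6) in bird 6, TPI1 (5385), PGM1 (1917) and TKT (3.55) in bird 1, and RAV-0 (323) in bird 4. At D21 they were EPC1 (5.51) in Illinois bird 4, C5H14orf37 (0.06) in Illinois bird 1, RAV-0 (0.06) in Ross 708 bird 3 and PDZK1IP1 (0.06) in Ross 708 bird 5. Of these 19 gene values, 8 still stood apart after median-ratio scaling, so the authors' scaling of each library to its total may account for the others. In 4 of the 19 every bird of the group was below 1 RPKM, where few reads lie behind a value. No biological explanation was tested.

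Genes of chromosome Z had a median deviation from the group of -0.34 log2 in D6 Ross 708 bird 6, -0.089 in D21 Ross 708 bird 2 and -0.072 in D21 Illinois bird 2. These deviations were centred on each library's median after a first version without centring had been seen. In D6 Ross 708 bird 6 the median rests on 392 genes, and 0 of the other chromosomes with at least 30 genes was as low. This is a description of medians and not a test with a p. RAV-0 was at 0.06 RPKM in this bird, so it does not look like a mislabelled Illinois bird. Of the 6 chromosome W genes in the data, LOC427134 (5.02 RPKM) and UBAP2 (2.10 RPKM) were above 1 RPKM in this bird and at most 0.05 in the other 22 birds, which makes 2 such genes. The first version of the test, the summed RPKM of W genes over the highest of the other birds, gave 1.49, because NEDD4L is expressed in every bird. The sum therefore tells little. A female among male birds is a candidate explanation, which the 2 genes favor, as a hypothesis. That count was chosen after their values had been seen, and the sex of the birds is not known here. The design itself gives no biological explanation, and none other than a female bird was tested.

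The line difference changed between days for 1482 of 12082 genes by limma's interaction, 110 moving toward Ross 708 and 1372 toward Illinois. Of 100 regroupings of line within day, the real one included, 2 gave as many, and the other, which nearly exchanged the lines at D21, gave 2461. With median-ratio scaling there were 520 genes, 369 toward Ross 708 and 151 toward Illinois, of which 257 were also past the threshold as deposited and 263 were not. The number and the balance of directions change with the scaling, which centres the ratios by design. Among 73 named genes 21 had an interaction, of which 15 remained past the threshold with median-ratio scaling. Toward Ross 708 these 21 were SMPX (3.29), HOPX (2.41), MUSTN1 (2.20), MSTN (1.56), CTSC (1.45), PPM1J (1.35), P2RY1 (1.20) and LDHA (1.05), in log2 units. Toward Illinois they were PDZK1IP1 (-3.60), LOC771289 (-3.54), PSCA (-2.97), PLB1 (-2.06), CPEB4 (-1.64), PTPN4 (-1.55), C20H20orf177 (-1.40), C21H1orf174 (-1.38), SUCLG2 (-1.31), CPT2 (-1.18), OXCT1 (-0.92), EPC1 (-0.71) and ACADSB (-0.69). LDHA, ACADSB, OXCT1, EPC1, PLB1 and PSCA were the 6 that did not remain. Without D21 Illinois birds 1 and 2, a setting chosen after seeing the data, the D21 log2 ratios of PDZK1IP1, LOC771289 and PSCA were -4.27, -1.91 and -4.12. Growth between D6 and D21 in the 2 lines is the biological explanation that the design gives, and it cannot be told apart from the scaling for the genes that were lost.

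The line difference in the ratio of promoters to inhibitors changed by -1.57 between days (permutation p = 0.017). With the shallower libraries only it changed by -0.995, in the same direction. At D21 these leave only Illinois birds 1 and 2, which hold transcripts such as FABP2 and the 2 highest ACE values. That value therefore cannot decide whether depth plays a part. With each gene weighted equally it was -0.20 (permutation p = 0.69) and without ACE -2.44 (permutation p = 0.0041), so whether there is a change, and its size, depend on the formula.

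RAV-0, which the paper does not discuss, had a mean of 89.0 RPKM in D21 Illinois birds. The lowest Illinois value was 124 times the highest Ross 708 value in the depth class where the gap was smaller. LOC770405 averaged 5.4 RPKM in D21 Illinois birds, and its smaller gap was 14.2 times. Depth does not explain either gap. A difference between the lines in the genome, or in how reads align to it, was not tested, so neither is called biological.

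FABP2 was at 34.0 RPKM in Illinois D21 bird 1 and 47.5 in bird 2, and at most 0.68 in the other Illinois D21 birds. In both libraries the 25 usable genes of a list for intestinal epithelium lay above their level in the other Illinois D21 birds, by a median of 1.19 and 1.00 log2, at percentile 100 of 10000 random lists in both. In the lower of the 2 libraries their mean log2 was 0.52 above the highest shallower Ross 708 D21 library, so shallow depth does not explain it. In the other birds where such genes had been noticed, liver genes lay above their level in the rest of the group in D6 Illinois bird 4 (ALB 190.8 RPKM) and D21 Illinois bird 3, at percentile 100 in both. ALB reached 82.2 RPKM in a D6 Ross 708 bird, so a high value is not confined to that bird. Pancreas genes did so in D6 Ross 708 bird 3 (CPA1 9.5 RPKM), at percentile 98.03, from 8 genes. These birds were not the highest in every case: by mean log2 of the list, liver genes were higher in D6 Ross 708 birds 6 (-0.72), 4 (-1.03) and 3 (-1.70) and in D21 Ross 708 bird 2 (-1.73) than in D21 Illinois bird 3 (-1.82), and pancreas genes were higher in D6 Illinois bird 5 (-1.46) than in D6 Ross 708 bird 3 (-1.70). Birds other than those noticed were not tested. RNA of other tissues that reached these samples or libraries is a candidate source, as a hypothesis, and where it entered is not known. The design gives no biological explanation, so none was tested.

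ACE is higher in D21 Illinois than in Ross 708 birds with these 2 libraries and without them, at a log2 ratio of -1.78 without them (exact permutation p = 0.012, the smallest 6 birds against 3 can give). Intestinal RNA therefore does not account for all of the difference, but it may account for part of it.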

How the results depend on the processing

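The use of Illinois D21 birds 3, 4 and 5 only, the per-gene tests with pooled or separate variances, and the doubled tail were chosen only after the result was seen, while all other alternatives were set before the data were examined. Of the results that answer a comparison, 324 alternatives gave the same outcome, 34 moved a value and 14 left a result no longer past its threshold. None reversed. A count of genes was taken as the same within a factor of 1.5. The tally includes the fits that left out 1 bird, which share nearly all birds with the main fit. It is therefore not a count of separate processing choices. For single genes, 19 alternatives left a gene no longer past the threshold, 6 brought it past and 1 reversed it, and the others gave the same outcome.

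A log2 ratio of 1 as the cutoff gave 1604 genes at D6 and 1485 at D21 by the paper's rule, against 349 and 368. An adjusted p gave 198 at D21. The per-gene tests gave 220 and 223 at D6 with separate variances, for the SD over genes above 0.1 RPKM in at least one line and above 1 in both lines. At D21 pooled variances gave 1.6e+02 (102 toward Ross 708 and 62 toward Illinois), 218, 111 and 202, and separate variances 145, 202, 105 and 195, for the SD over genes above 0.1 RPKM in at least one or both lines and above 1 in at least one or both.

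Median-ratio scaling gave 969 genes by limma at D6 (457 toward Ross 708) against 4066 (3904), and 520 for the interaction against 1482. At D21 it gave more genes, 2334 against 1751. That scaling centres the ratios by design. It reversed ACADL at D6, to a log2 ratio of -0.18 (exact permutation p = 0.19). The replicate block gave 636 genes at D21 against 1751. With Illinois birds 3, 4 and 5 only there were 386 genes at D21 and 932 for the interaction. R2 at D21 was 0.951 on the log2 scale and 0.959 without the 10 most abundant genes, and average linkage left 22 birds, 11 of each line, in one cluster, which counts as 12 with their own line. The cause was not tested for these.

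IGF1 at D21 was not past the threshold with medians, at 2.51 (exact permutation p = 0.093), or with birds 3, 4 and 5 only, at 2.94 (exact permutation p = 0.083). With those birds WFIKKN2 was at 4.99 and the D21 ratio of promoters to inhibitors at 0.93 (exact permutation p = 0.071 for each). Without ACE that ratio was 0.47 (exact permutation p = 0.23), and the change between days with equal weights was -0.20 (permutation p = 0.69). Within depth, ACE at D21 was -3.33 in the shallower and -1.58 in the deeper libraries, and WFIKKN2 3.00 and 4.54. These groups are too small to pass the threshold. The Illinois median of WFIKKN2 is 0, so a ratio of medians cannot be given.

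Leaving out each bird gave from 2432 to 4528 genes by limma at D6, 928 to 2022 at D21 and 1015 to 2142 for the interaction. MSTN at D6 ran from -1.25 to -0.82 and IGF1 at D21 from 2.50 to 3.01, and these 2 were not past the threshold in 3 and 5 of the fits. The paper's rule ran from 289 to 352 genes at D6 and from 319 to 380 at D21. The D6 ratio ran from 2.52 to 3.11, the D21 ratio from 1.08 to 1.46 and the change between days from -1.83 to -1.24. The other growth regulators kept their direction and side of the threshold in all of these fits.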

Differences from the paper's values

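A gap is called closed where the larger of the 2 counts is at most 1.5 times the smaller, whether or not the genes are the same.

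At D6 the paper's rule gave 217 genes enriched in Ross 708, against the paper's 93. None of the alternatives set before the data were examined closed the gap, and they ran from 144 to 1520 genes. Per-gene tests chosen after seeing the values did: with pooled variances 135 and 111 genes, for the SD over genes above 1 RPKM in at least one line and in both lines, and with separate variances 113, 130, 110 and 92, for the SD over genes above 0.1 RPKM in at least one or both lines and above 1 in at least one or both. Of these, 51 and 79 of the first 2 sets and 19, 35, 41 and 65 of the last 4 are Ross 708 genes of S1 Table. The set that shares most, with pooled variances and the SD over genes above 1 RPKM in both lines, holds 79 of the 92 Ross 708 and 96 of the 97 Illinois genes of that table.

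At D21 it gave 235 genes enriched in Ross 708, against the paper's 138. Of the alternatives set before the data were examined, an exact permutation test (160), an adjusted p (142) and a pseudocount of 1 (199) closed the gap, and the others did not. Of the per-gene tests chosen after seeing the values, pooled variances closed it at 102, 147 and 143 and separate variances at 101, 144 and 139, for the SD over genes above 0.1 RPKM in at least one line, above 0.1 in both lines and above 1 in both lines. Of these sets, 101, 77 and 22 genes are Ross 708 genes of S2 Table, with either variance, so the last sets reach the number with other genes.

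On the Illinois side at D21 it gave 133 genes, against the paper's 55. The SD over genes above 1 RPKM in at least one line (64) and an adjusted p (56) closed the gap among the alternatives set before the data were examined, and the others did not. The same per-gene tests, chosen after seeing the values, closed it at 62, 71 and 59 with pooled and 44, 58 and 56 with separate variances, of which 44, 32 and 7 are Illinois genes of S2 Table with either variance.

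The paper describes EPC1 as not different between the lines at D6, where the log2 ratio was 0.64 (exact permutation p = 0.0022, higher in 6 of 6 Ross 708 birds). That ratio is inside the D6 cutoffs of -0.74 and 1.87, so the paper's rule as applied here does not count EPC1 as enriched. S1 Table lists Ross 708 genes with ratios as low as 0.51, so the size of the ratio alone does not explain why EPC1 is not in it. For EPC1 limma gave an adjusted p of 0.012 as deposited and 0.21 after median-ratio scaling, where the exact permutation p was 0.022. The paper describes ACADL, RPIA and KY as different at D6 and MDK at D21, and their exact permutation p were 0.13, 0.10, 0.061 and 0.084. The paper's rule as applied here counts KY as enriched in Illinois and MDK as enriched in Ross 708, with exact permutation p of 0.032 and 0.045 after median-ratio scaling, and for MDK the lines did not overlap (limma adjusted p = 0.024). NES, ACADL, SUCLG2, PGD, KY, NRGN, CHRNA1, PGAM1, RPIA, PFKP, PFKL and LDHB, described as different at D6, are not in S1 Table, and MYOD1, IDH1 and MDK, at D21, are not in S2 Table.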

Other observations

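The tests of scaling, of depth between the lines and of Ross 708 bird 1 for the D6 ratios, the counts over other splits, the depth of D6 bird 1 and D21 bird 2 of Ross 708, the Schwann cell genes by depth within Ross 708, and the order of the 5 Illinois libraries were chosen only after the result was seen.

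At D6 most log2 ratios lie on the Ross 708 side, with a mean of 0.57. Dividing each library by its summed RPKM without its 10 most abundant genes left 0.52, so those genes alone do not explain it. Without the 100 most abundant genes the mean was 0.26, so the share of reads that abundant genes take may explain part of it. With median-ratio scaling it was 0.13 over the same 11601 genes (0.12 over the 11540 above 0.1 RPKM after scaling), but that scaling centres the ratios by design, so the authors' scaling cannot be told apart from a wide difference in expression. Relative depth was 1.03 times as high in Ross 708 as in Illinois D6 libraries, so depth does not explain the pattern, and without Ross 708 bird 1 the mean was 0.43, so this bird accounts for part of it and not for most.

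Of 100 splits of the D6 birds, the real one included, 1 gave as many genes as the real one by the paper's rule and 1 by limma, and at D21 it was likewise 1 and 1. The largest count of another split was 780 genes by limma and 286 by the rule at D6 and 75 and 298 at D21. These came from splits among the nearest to the real one, and the median of the other splits by the rule was 110 genes at D6 and 85 at D21. The D21 libraries split by depth class gave 0 genes past an adjusted p of 0.05 (414 at an unadjusted p under 0.05).

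Ross 708 bird 1 at D6 and bird 2 at D21 had the largest median absolute deviations from their groups, 0.566 and 0.453 log2. Their deviations correlated across genes with a Spearman rho of 0.48, against 0.27 for the next pair of a D6 and a D21 Ross 708 bird, though genes are not independent replicates. A list of 14 usable genes of slow or red muscle fibre lay at percentile 100 in the D6 bird and 99.96 in the D21 bird. Depth does not explain it, since the lower relative depth of the 2 was 1.01 times the mean of the other shallower libraries of the same line and day, which did not stand apart in the same way. RNA from slow or red fibre, or from another muscle, is a candidate source as a hypothesis. The design itself gives no biological explanation, and none was tested beyond the correlation and the list above.

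A group of 7 Schwann cell genes, noticed because they differed, was higher in D21 Illinois than in Ross 708 birds by 1.61 log2 (exact permutation p = 0.0022), for genes chosen by this difference, so that p is not a test of it. The 6 usable genes of a list written before the test were higher by 0.65 (exact permutation p = 0.104), which is not past the threshold, so more nerve tissue in the Illinois samples was not shown. The difference was 1.44 in the shallower and -0.016 in the deeper libraries, and in Ross 708 birds the genes were lower in the shallower than in the deeper libraries, by -0.30. For these 6 genes a depth effect shared by both lines was therefore not seen, and the higher values lie in Illinois birds 1 and 2. Those are the libraries that hold transcripts such as FABP2, and whether that RNA raised these genes was not tested. By mean RPKM, S100B, FOXD3, FA2H and GJB1 were higher in D21 Illinois birds and NGFR and CNP lower, so the list did not move as a set. The 7 genes first noticed were not tested by depth.

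ACE in D21 Illinois birds was higher in the 2 shallower libraries (54.0 and 36.4 RPKM) than in the 3 deeper ones (12.5 to 21.8 RPKM). Depth class fitted beside line gave 0 genes past an adjusted p of 0.05 (546 at an unadjusted p under 0.05). That fit gives both lines the same depth effect, so it cannot decide whether the Illinois libraries alone differ across genes. In Illinois birds 1 and 2, 58 of the 133 Illinois genes by the paper's rule were more than 4 times the highest of the other 3. This held for 12 of the 696 Illinois genes by limma and 0 of the 55 of S2 Table. Ordered by ACE and by the marker genes for RNA from intestinal epithelium, 3 of the 5 libraries, the first 2 included, held the same place, and the whole order was not the same. A rank correlation had been used for this first and was replaced because 5 libraries are too few for one. Without birds 1 and 2 the ACE log2 ratio was -1.78. Intestinal RNA may raise ACE in those birds but does not order the other 3.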
